# An ex vivo organ culture screening model revealed that low temperature conditions prevent side effects of anticancer drugs

**DOI:** 10.1038/s41598-022-06945-7

**Published:** 2022-02-23

**Authors:** Tian Tian, Kanako Miyazaki, Yuta Chiba, Keita Funada, Tomomi Yuta, Kanji Mizuta, Yao Fu, Jumpei Kawahara, Xue Han, Yuna Ando, Ami Funada, Aya Yamada, Tsutomu Iwamoto, Seiji Nakamura, Ichiro Takahashi, Satoshi Fukumoto, Keigo Yoshizaki

**Keywords:** Experimental models of disease, Organogenesis

## Abstract

Development of chemotherapy has led to a high survival rate of cancer patients; however, the severe side effects of anticancer drugs, including organ hypoplasia, persist. To assume the side effect of anticancer drugs, we established a new ex vivo screening model and described a method for suppressing side effects. Cyclophosphamide (CPA) is a commonly used anticancer drug and causes severe side effects in developing organs with intensive proliferation, including the teeth and hair. Using the organ culture model, we found that treatment with CPA disturbed the growth of tooth germs by inducing DNA damage, apoptosis and suppressing cellular proliferation and differentiation. Furthermore, low temperature suppressed CPA-mediated inhibition of organ development. Our ex vivo and in vitro analysis revealed that low temperature impeded Rb phosphorylation and caused cell cycle arrest at the G1 phase during CPA treatment. This can prevent the CPA-mediated cell damage of DNA replication caused by the cross-linking reaction of CPA. Our findings suggest that the side effects of anticancer drugs on organ development can be avoided by maintaining the internal environment under low temperature.

## Introduction

Currently, the side effect of chemotherapy on organ development is mainly tested by intraperitoneal injection of drugs in pregnant mice^1–4^. However, in this conventional method, the assessment of the drugs’ direct effects on these organs can be difficult. An organ culture method is commonly used to examine the direct effects of drugs on organogenesis. We previously established an ex vivo organ culture system of tooth germ using cell culture inserts^5^. Our system allows us to examine the effects of drugs on organogenesis easily by directly adding compounds into the culture medium. Therefore, we hypothesized that the ex vivo organ culture method would be useful for drug screening and searched for rescue factors in various organs.

Treatment modalities of childhood cancer start with surgery and radiation therapy, followed by drug therapy using anticancer drugs. This establishment of a combination of therapeutic methods dramatically improved the cure rate of various cancers, and currently, the 5-year survival rate of childhood cancer is over 80%^6^. However, with the improved survival rate, the occurrence of side effects related to the use of anticancer drugs has become a major clinical hurdle in childhood cancer. More than two-thirds of patients who had intensive tumor treatment during their developmental period had late systemic effects, 30 years after treatment completion^7^. Clinically, leukemia, the most common childhood cancer, constitutes 30% of all pediatric cancers^8,9^. Cyclophosphamide (CPA), an alkylating agent, is often used to treat childhood leukemia. CPA shows cytotoxic effects by binding with DNA bases to form inter-strand crosslinking to prevent DNA replication^10^. Cytotoxic drugs mainly kill rapidly-dividing tumor cells; however, they also damage normal cells showing active mitosis^11^. Organs which show intensive proliferation in the formative period are easy targets for cytotoxic drugs. For this reason, teeth, salivary grands, hair, and taste buds undergo damage as side-effects of chemotherapy. Patients treated with anticancer drugs experience symptoms such as hair loss^12,13^, taste loss^14–16^, dry mouth^17^, and tooth agenesis^18,19^. Among these, tooth defects are irreparable, and this has become an important factor that reduces patients’ overall quality-of-life.

Tooth germ morphogenesis begins with the epithelium thickness at the initiation stage, and develops following the bud, cap, and bell stages^20^. During molar development, proliferative cells are present throughout the bud stage to the differentiated phases of tooth germ formation (from embryonic day (E) 13.5 to postnatal day (P) 0 in the first mouse molar) and are most abundant in the early bell stage (E16.5 in the first mouse molar). Thus, cell proliferation plays an important role in tooth morphogenesis and sizing^21,22^. These developmental stages are involved in tolerance to drugs^3^. The average onset age of childhood leukemia is 2–5 years, with significant side effects in teeth development, especially in patients aged < 3 years. In human tooth development, calcification of most permanent teeth begins within the first year of birth, whereas the onset of calcification of premolars and second molars begins at a slightly later time, in the second or third year of birth. Therefore, in childhood cancer survivors, hypoplasia of the teeth is most common in those teeth. In addition, early developing teeth have more root than crown hypoplasia, compared to late developing teeth. These phenomena are consistent with the process, timing, and sequence of tooth development^23^.

New comprehensive methods such as molecular targeted therapy and immunotherapy have emerged in the field of cancer treatment. However, chemotherapy is still the required and even the first choice treatment for most patients. Therefore, exploring how to avoid the side effects of chemotherapy is crucial. Cryotherapy, which induces vasoconstriction due to low temperatures, is used to reduce and prevent the side effects of chemotherapy drugs. Oral cryotherapy has been shown to reduce the incidence of chemotherapy-induced mucositis by approximately 40%^4,24^. In addition, nail and peripheral nerve damage was relieved to some extent by limb cryotherapy^25^. Previous studies have shown that oral cooling cryotherapy, using ice chips, is an effective treatment for the prevention of 5-fluorouracil-induced stomatitis^26^. The blood vessels in the oral mucosa were constricted by cooling, which reduces local blood flow and thus protects the mucosa from the side effects of the medication. Osaki et al. also reported that taste dysfunction in mice caused by docetaxel administration was reduced by the subsequent drinking of ice cold water^27^. Although these approaches seem to be an effective way to suppress the side effects of chemotherapy, there are currently several limitations regarding the examination of anticancer drug effects on organ development. Furthermore, the molecular mechanisms of cryotherapy remain unknown.

In this study, we established an ex vivo ectodermal organ culture method to examine the inhibition of organogenesis by anticancer agents. We screened for side effects of anticancer drugs and examined their mechanisms using this model. Furthermore, we constructed a low-temperature system that can potentially prevent drug side effects.

## Results

### CPA interrupts tooth germ formation during the morphogenesis stage

Tooth development processes were divided into five stages (initiation, bud, cap, early bell, and late bell), based on the shape of the developing tooth germ (Fig. 1a). We first examined whether treatment with CPA has effects on the growth of tooth germ in an organ culture system. E14.5 mandibular tooth germs were dissected and then treated with DMSO or CPA at 0.25 mM, 1.0 mM, or 4.0 mM (Fig. 1b). After 2 days of CPA treatment, the morphological difference was observed between control and CPA-treated experimental groups. After 7 days, the growth of all tooth germs in the CPA groups (0.25 mM, 1.0 mM, and 4.0 mM) were inhibited, and no tooth structure was formed (survived tooth; n = 0/10, per group); however, it formed in the control group (survived tooth; n = 10/10) (Fig. 1b,c, and Supplementary Fig. S1a). To verify CPA effects on tooth germs at different developmental stages, E14.5, E16.5, and E18.5 mandibular tooth germs were dissected and then treated with DMSO or CPA (0.25 mM). After 7-days of CPA treatment, the growth of E14.5 and E16.5 tooth germs were completely inhibited (survived tooth; n = 0/8, per group) (Fig. 1d,e, Supplementary Fig. S1b). However, the E18.5 CPA-treated group showed a higher survival rate (survived tooth; n = 7/8 in the E18.5 CPA group) than other CPA-treated groups and formed tooth germ structure (Fig. 1d,e, Supplementary Fig. S1b). These results suggest that CPA interrupts the development and formation of tooth germs during the period of morphogenesis.

**Figure 1:**
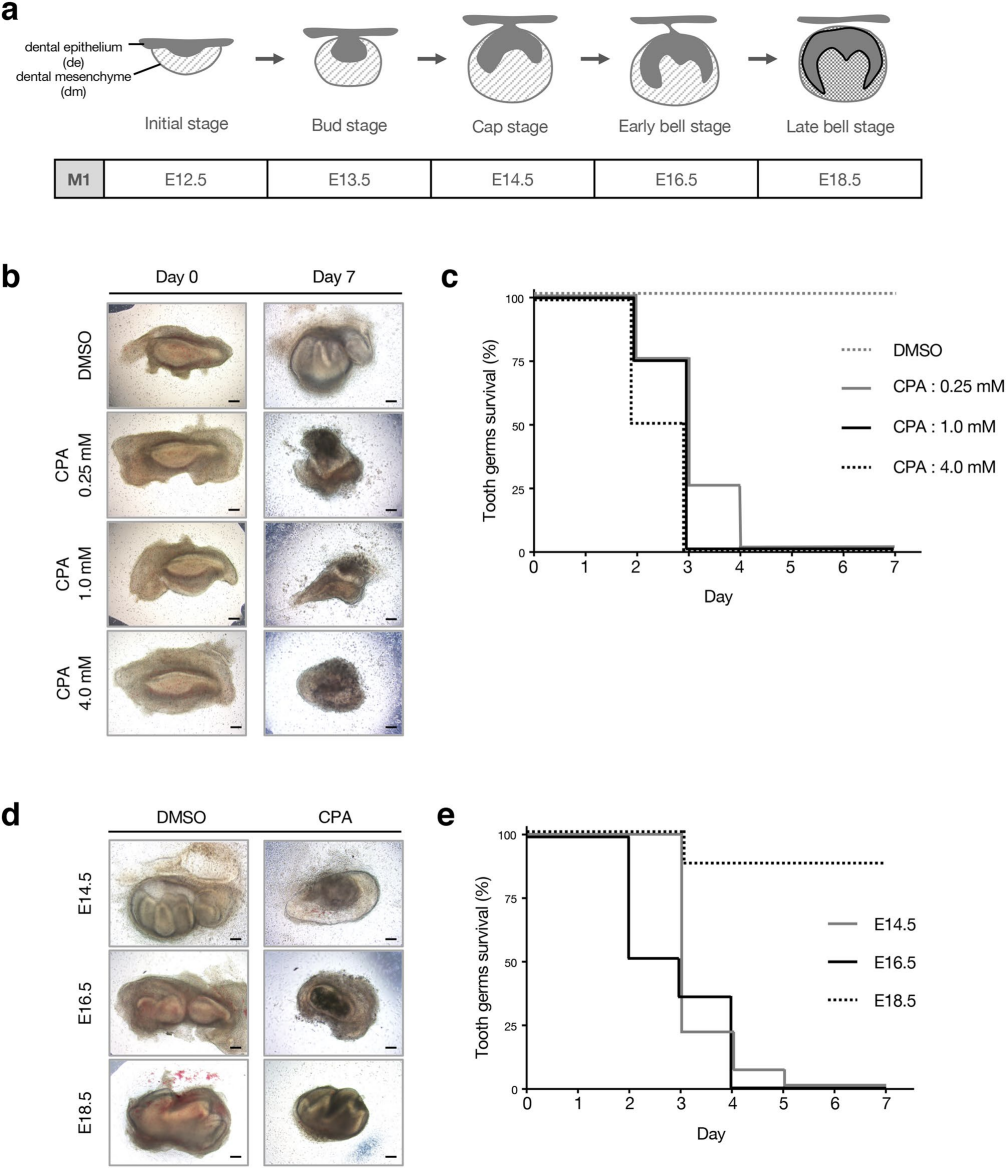
CPA interrupts the growth of tooth germ. (**a**) Schematic diagram of a mouse mandibular first molar at various stages of development. (**b**) Morphology of E14.5 tooth germs (left panel) and tooth germs cultured for seven days (right panel) in an organ culture system, treated with DMSO or CPA (0.25 mM, 1.0 mM, 4.0 mM) (n = 10). (**c**) Survival rate at various concentrations of CPA ranging between 0 and 4.0 mM. E14.5 tooth germs were dissected and different concentrations of CPA or DMSO were added in the culturing medium. (**d**) Morphology of tooth germs at different developmental stages cultured for seven days in an organ culture system, treated with DMSO or 0.25 mM of CPA (n = 8). (**e**) Survival rate of tooth germs at different developmental stages (E14.5, E16.5, E18.5), treated with 0.25 mM of CPA. Scale bars 200 µm.

### Treatment with CPA suppresses proliferation and induces apoptosis in tooth germ

We next investigated the morphological changes of tooth germs by CPA treatment. Whole-mount immunohistochemistry was performed to present three-dimensional structures (Fig. 2a). Using the three-dimensional construction of confocal microscopy images, we measured the size (thickness, width, and height) of cultured tooth germ (Fig. 2b). The thickness, width, and height of tooth germs in the CPA-treated group was substantially decreased in transverse and longitudinal sections (Fig. 2c). To analyze the mechanism of CPA-mediated inhibition of tooth germ growth, immunofluorescence staining of frozen section was performed. Immunofluorescence staining of Cytokeratin 14 (CK14) and Vimentin showed the localization of epithelial and mesenchymal cells, respectively (Supplementary Fig. S2). We then analyzed the expression of Ki67, a cell proliferation marker, after 3 days of organ culture with or without CPA (Fig. 2d). The number of Ki67-positive cells was significantly decreased in CPA-treated dental epithelium and mesenchyme compared with that in the DMSO control group (Fig. 2e). We also examined the CPA effect on cellular apoptosis using TUNEL labeling (Fig. 2f). TUNEL-positive cell ratio was drastically increased in the CPA-treated group, both in dental epithelium and mesenchyme (Fig. 2g). Moreover, we analyzed the expression of *p21*, a cell cycle inhibition factor, and the expression was significantly increased in the CPA-treated group (Fig. 2h,i). These results indicate that CPA treatment suppresses proliferation and induces apoptosis in dental cells with inhibition of tooth germ growth.

**Figure 2:**
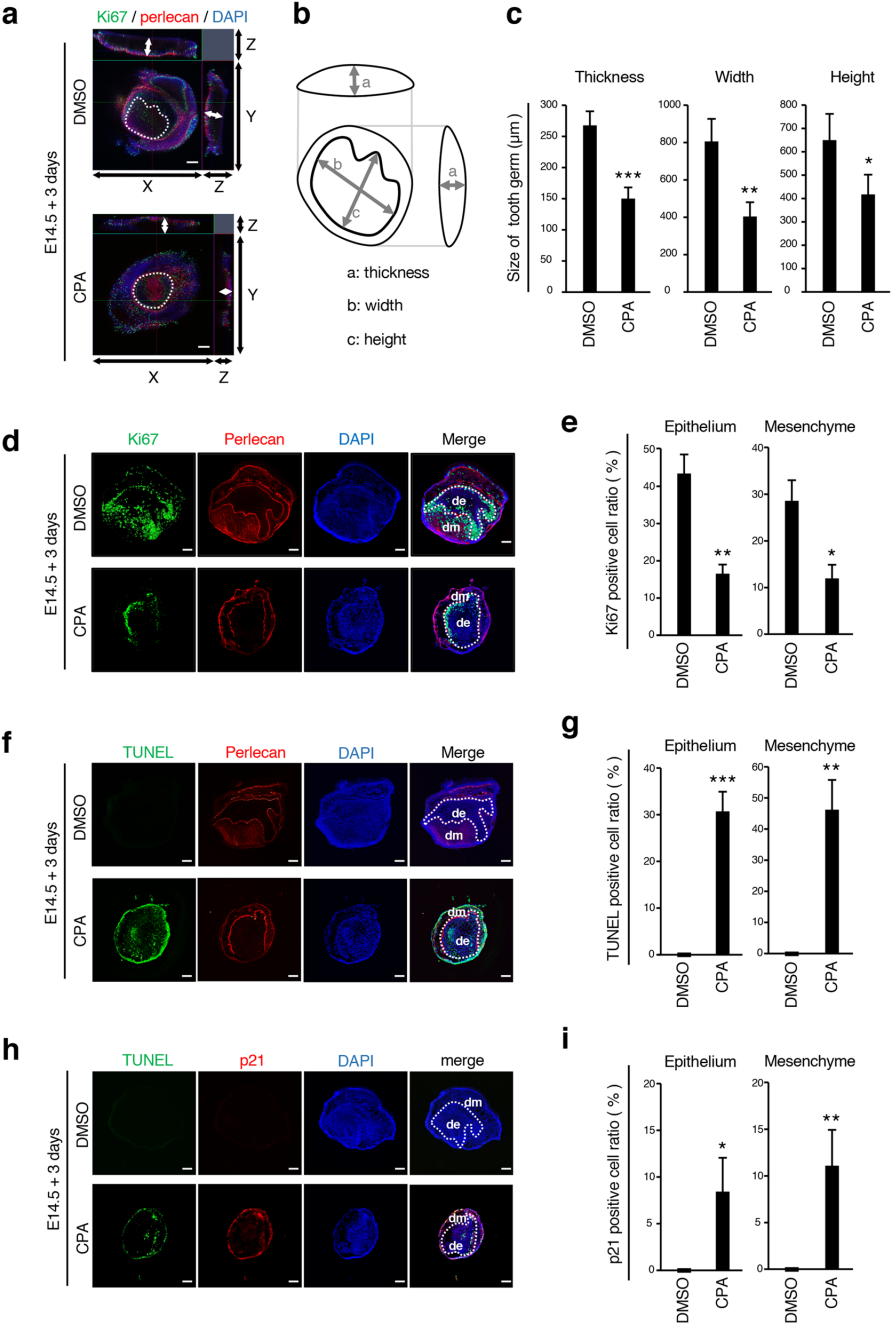
CPA inhibits cell proliferation and induces cell apoptosis in tooth germ. (**a**) Whole-mount immunohistochemistry of Ki67 (green), Perlecan (red) in E14.5 tooth germs cultured for three days, treated with DMSO or 0.25 mM CPA. Perlecan is used as a marker of basement membranes. White lines represent basement membranes of teeth. White arrows indicate thickness of tooth germ, observed from transverse and longitudinal sections. (**b**) Schematic representation of the method used for measuring the size of cultured tooth germs. (**c**) Quantified size of tooth germ E14.5 tooth germs cultured for three days, treated with DMSO or 0.25 mM CPA. Thicknesses, widths and heights of tooth germs were measured at the thickest part of whole-mount sections by ImageJ software and averaged from three different samples of each group (n = 3). (**d**) Immunofluorescence of Ki67 (green), Perlecan (red) in the section of E14.5 tooth germs cultured for three-day treated with DMSO or 0.25 mM of CPA. Nuclei were stained with DAPI (blue). Perlecan is used as a marker of basement membranes. *De* dental epithelium, *dm* dental mesenchyme. (**e**) Quantification of the Ki67-positive cell ratio in the epithelium and mesenchyme, treated with DMSO or 0.25 mM CPA (n = 4). The ratio was calculated as Ki67-positive cells/DAPI-stained nuclei. (**f**) TUNEL staining (green) and immunofluorescence of Perlecan (red) in E14.5 tooth germs cultured for three-day treated with DMSO or 0.25 mM of CPA. Apoptotic cells were detected by TUNEL staining (green). (**g**) Quantification of the TUNEL-positive cell ratio in the epithelium and mesenchyme, treated with DMSO or 0.25 mM CPA (n = 4). TUNEL-positive cell ratio was calculated as TUNEL-positive cells/DAPI-stained nuclei. (**h**) TUNEL staining (green) and immunofluorescence of p21 (red) in E14.5 tooth germs cultured for three days, treated with DMSO or 0.25 mM of CPA. (**i**) Quantification of the p21-positive cell ratio in the epithelium and mesenchyme, treated with DMSO or 0.25 mM CPA (n = 4). P21-positive cell ratio was calculated as p21-positive cells/DAPI-stained nuclei. Scale bars 200 µm. *p < 0.05; **p < 0.01; ***p < 0.001. Error bars represent the mean ± SD.

### CPA inhibits proliferation of dental epithelial cells

We further examined CPA treatment effects on proliferation and apoptosis in dental epithelial cells using M3H1 cells. We found that the cell number in 2.5 mM or 5.0 mM CPA-treated groups was significantly reduced (Fig. 3a,b). Furthermore, the expression of *p21* was increased in 2.5 mM and 5.0 mM CPA-treated groups (Fig. 3c). We then performed immunocytochemistry staining of Ki67 and TUNEL-labeling in M3H1 cells. The number of Ki67-positive cells was reduced in CPA-treated M3H1 cells compared with the control (Fig. 3d,e). Additionally, the number of TUNEL-positive M3H1 cells was significantly increased in CPA-treated groups compared to the control (Fig. 3f,g), corresponding to ex vivo results. These findings demonstrate that CPA decreases the proliferation activity and induces cell apoptosis in dental cells.

**Figure 3:**
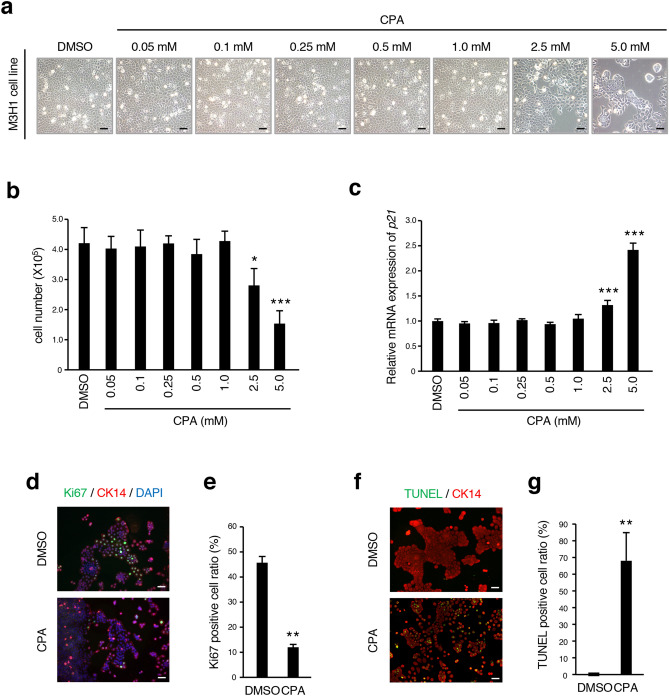
CPA suppresses proliferation and induces apoptosis of dental epithelial cells. (**a**) Phase contrast images of M3H1 cells treated with concentrations of CPA ranging between 0 and 5.0 mM. (**b**) The number of M3H1 cells treated with DMSO or CPA (concentration ranges between 0.05 and 5.0 mM) was evaluated after 72 h of culture (n = 3). (**c**) qRT-PCR analysis of the expression of p21 in M3H1 cells cultured with DMSO or CPA (between 0.05 and 5.0 mM (n = 3). (**d**) Immunocytochemistry of Ki67 (green) and CK14 (red) in M3H1 cells cultured with DMSO or 2.5 mM of CPA for 72 h on the chambers. Nuclei were stained with DAPI (blue). (**e**) The ratio of Ki67-positive cells among M3H1 cells treated with DMSO or 2.5 mM of CPA was calculated as Ki67-positive cells/DAPI-stained nuclei (n = 5). (**f**) TUNEL assay of M3H1 cells treated with 2.5 mM CPA after 72 h of culture. Apoptotic cells were detected by TUNEL staining (green). CK14-positive cells (red) were detected by immunocytochemistry and nuclei were stained with DAPI (blue). (**g**) The ratio of TUNEL-positive M3H1 cells treated with DMSO or 2.5 mM CPA was calculated as TUNEL-positive cells/DAPI-stained nuclei (n = 5). *p < 0.05; **p < 0.01; ***p < 0.001. Error bars represent the mean ± SD. Scale bars 50 µm.

### CPA inhibits differentiation of tooth germ and epithelial cells

As CPA treatment significantly damaged tooth morphology (Fig. 1c), we tested the CPA effect on the differentiation of dental cells. We isolated total RNA from cultured tooth germ and M3H1 cells with or without CPA and performed RT-qPCR using the following marker genes: dental epithelial differentiation markers (*Amelogenin*, *Ameloblastin (Ambn)*, *AmeloD* and *Nkx2-3*)^28–30^ and *p21*. We found differentiation marker genes to be significantly downregulated in the CPA-treated group in tooth germ and M3H1 cells, while the expression of *p21* was upregulated in the CPA-treated group (Fig. 4a,b). These results suggest that treatment with CPA inhibits differentiation of tooth germ and dental epithelial cells.

**Figure 4:**
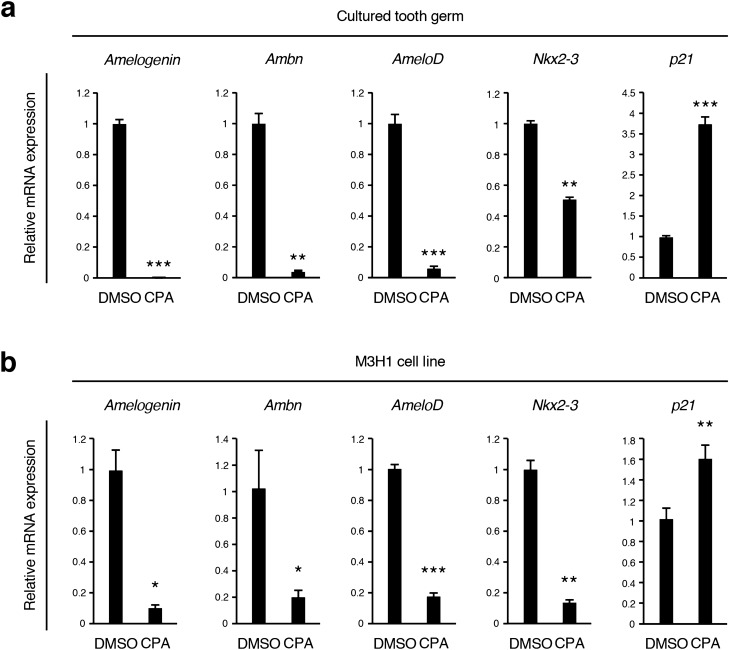
CPA inhibits differentiation of dental epithelial cells. (**a**) qRT-PCR analysis of E14.5 tooth germs treated with DMSO or 0.25 mM CPA cultured for 10 days (n = 6). Expression of *Amelogenin*, *Ambn*, *AmeloD*, *Nkx2-3*, and *p21* was normalized to *Gapdh* mRNA expression. (**b**) qRT-PCR analysis of M3H1 cells cultured with DMSO or 2.5 mM CPA (n = 4). The cells were cultured for 3 weeks, then the expressions of *Amelogenin*, *Ambn*, *AmeloD*, *Nkx2-3* and *p21* were analyzed by qRT-PCR. *p < 0.05; **p < 0.01; ***p < 0.001. Error bars represent the mean ± SD.

### Culture at a low-temperature can prevent CPA-mediated organ damage

To explore a preventative method of anticancer drug side effects, we attempted to rescue the tooth germs treated with CPA by adding growth factors^31,32^, which are important in tooth germ development. However, growth inhibition could not be avoided (Supplementary Fig. S3). In clinical practice, fingertip cooling is commonly used to avoid the side effects of nail peeling and skin fragility caused by chemotherapy, and has achieved certain effects^25^. Therefore, we hypothesized that CPA-mediated damage on tooth germ could be avoided by culture in low temperature. Tooth germs were cultured at different temperatures (37 °C and 25 °C, as conventional and low-temperature models, respectively). Tooth germs were treated for 3 days with or without CPA at 37 °C or 25 °C and then cultured for 4 more days without CPA at 37 °C (37°C_DMSO; 37°C_CPA; 25°C_DMSO; and 25°C_CPA, respectively) (Fig. 5a,b). Three-day treatment with CPA at 37 °C disrupted the growth of tooth germ (survived tooth; n = 0/8) (Fig. 5a). However, tooth germs cultured at 25 °C with CPA showed no evident morphological changes compared to those cultured at 25 °C without CPA (Fig. 5b). Compared to the conventional culture, tooth germs cultured at low temperature showed a higher survival rate (survived tooth; n = 7/8 in 25°C_CPA, n = 0/8 in 37°C_CPA) (Fig. 5c). We further tested this culture model using E13.5 mouse hair follicles (Fig. 5d,e). In the conventional method, growth of hair follicles was inhibited by the 1-day CPA treatment at 37 °C (Fig. 5d). While using the low-temperature culture system, growth of hair follicles was not altered by treatment with CPA (Fig. 5e). These results suggest that CPA-mediated inhibition of organ growth can be avoided at a low temperature during CPA treatment. CPA is known to be converted to 4-hydroxycyclophosphamide (4-HC) in the liver and passes through the bloodstream to act on tissues and cells^33^. To confirm whether the similar effects can be observed with active form of CPA, we conducted an experiment using 4-HC. The treatment of 4-HC inhibited the growth of tooth germs and hair follicles when cultured at 37 °C, while treatment of 4-HC at 25 °C did not disrupt development of these organs; these results are similar to that of the CPA treatment (Supplementary Fig. S4a–d).

**Figure 5:**
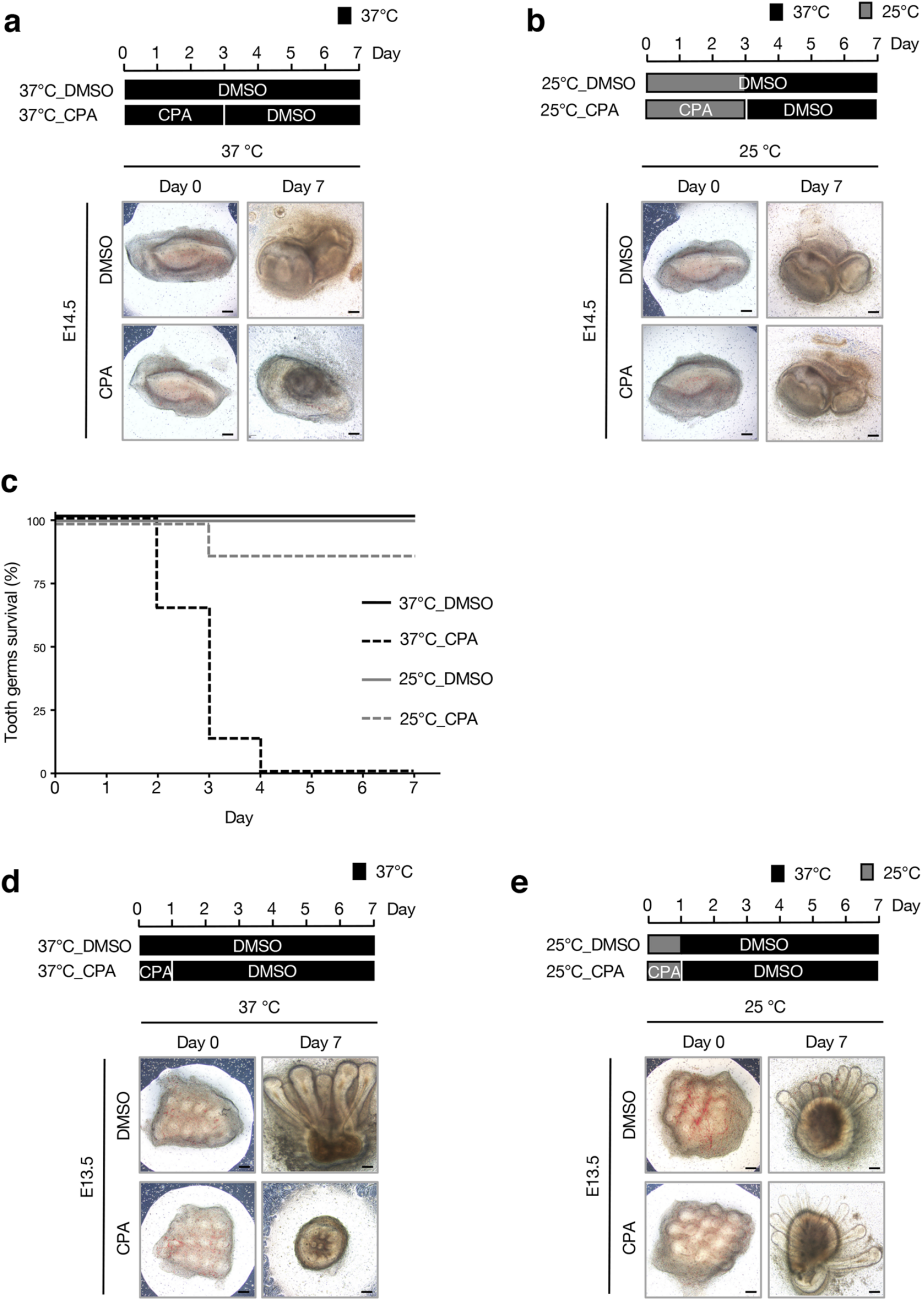
Low-temperature culture method decreases the CPA-mediated damage on the growth of cultured organs. (**a**) Morphology of tooth germs in a conventional method of organ culture. In the first three days, tooth germs were treated with DMSO or 0.25 mM of CPA. Next, culturing medium without CPA was added for four additional days. The temperature was maintained at 37 °C throughout incubation of tooth germs (n = 8). (**b**) Morphology of tooth germs at a low-temperature culture method. Tooth germs were treated with DMSO or 0.25 mM of CPA at 25 °C in the first three days. Next, culturing medium without CPA was added for four additional days at 37 °C (n = 8). (**c**) Survival rate of tooth germs under the culture conditions shown in (**a**,**b**). (**d**) Cultured E13.5 hair tissues for 7 days with the standard method (n = 8). (**e**) E13.5 hair tissues were cultured for 7 days with the low-temperature method (n = 8). Scale bars 200 µm.

Furthermore, we examined the effect of another alkylating agent, melphalan, on organ development using this ex vivo culture system. We found that the same effects to CPA were observed in low temperature culture method (Supplementary Fig. S5a–d). These findings indicate that the low temperature conditions can prevent not only CPA-mediated side effects but also melphalan-mediated side effects on organs.

### Low-temperature culture prevents CPA effects on proliferation, apoptosis, DNA damage, and differentiation of tooth germs

We analyzed the effect of the low-temperature culture system on cellular proliferation, apoptosis and DNA damage by Ki67, TUNEL, *p21* and γ-H2AX immunofluorescence staining (Fig. 6a–d). After 7-day culturing of tooth germs at different temperatures with or without CPA, frozen sections of tooth germ were prepared for analysis. The ratio of Ki67-positive cells in the 25°C_CPA group was similar to that of the 25°C_DMSO or 37°C_DMSO groups (Fig. 6a,e). TUNEL and *p21*, and γ-H2AX-positive cells were observed in the 37°C_CPA group; however, they were barely detected in the 25°C_CPA group (Fig. 6b–e). Furthermore, we assessed cell viability by MTT assay in M3H1 cells (Fig. 6f). We found that the viability of cells in the CPA-treated group was significantly lower than that of the control group after 3-day culture at 37 °C (Fig. 6f, right panel); however, there was no notable difference between the two groups at 25 °C (Fig. 6f, left panel). We next analyzed gene expression changes in tooth germ between these different culture conditions (Fig. 6g). qRT-PCR showed that dental epithelial cell differentiation marker genes were downregulated in the 37°C_CPA group, compared with the 37°C_DMSO group (Fig. 6g). While there was no significant difference in differentiation marker genes between the 25°C_CPA and 25°C_DMSO groups (Fig. 6g). The expression of *p21* in the 25°C_CPA group was not altered compared to that of the 25°C_DMSO group; however, in the 37°C_CPA group, it was significantly upregulated (Fig. 6g). These results indicate that the low-temperature culture can prevent CPA effects on tooth germ proliferation, apoptosis, and differentiation by suppressing DNA damage.

**Figure 6:**
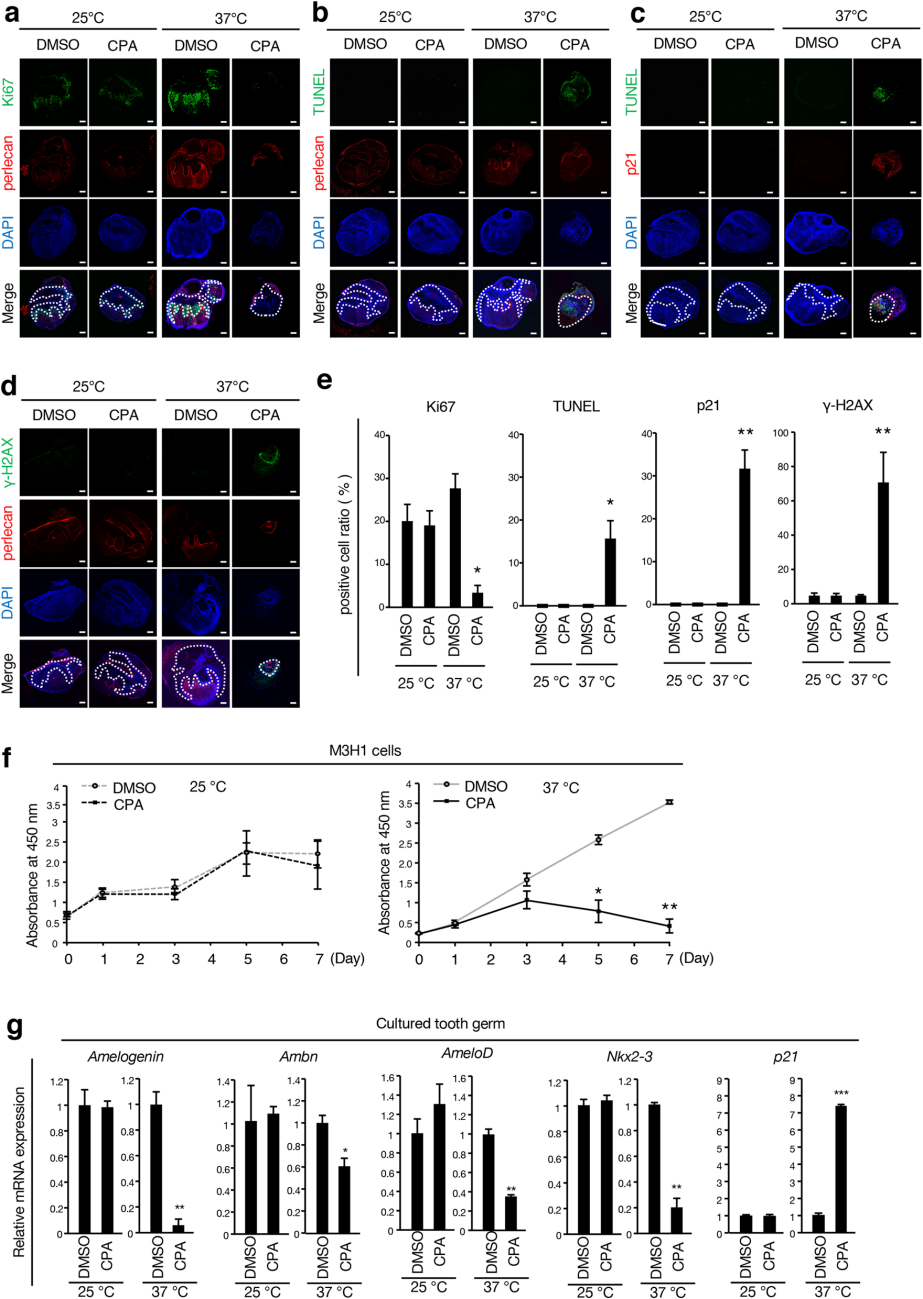
Low-temperature culture ameliorates CPA-mediated side effects on cellular proliferation, apoptosis, DNA damage, and differentiation of tooth germs. (**a**) Immunofluorescence of E14.5 tooth germs cultured for seven days in the conventional method and the low-temperature culture method with DMSO or 0.25 mM of CPA (n = 4). Ki67 (green), Perlecan (red) and nuclei were stained with DAPI (blue). Perlecan is used as a marker of basement membranes. (**b**) Apoptotic cells were detected by TUNEL (green), Perlecan (red) and DAPI (blue). (**c**) TUNEL (green), p21(red) and DAPI (blue). (**d**) DNA damage was detected by γ-H2AX(green), Perlecan (red) and DAPI (blue). (**e**) Quantified ratio of Ki67, TUNEL, p21 and γ-H2AX-positive cells in (**a**–**d**). The ratios were calculated as Ki67-positive cells (left panel), TUNEL-positive cells (middle-left panel), p21-positive cells (middle-right panel) and γ-H2AX-positive cells (right panel) /DAPI-stained nuclei. (**f**) Cell proliferation was determined by using the MTT assay. M3H1 cells treated with DMSO or 2.5 mM CPA at 25 °C or 37 °C for 7 days. (**g**) Seven-day organ culture of E14.5 tooth germs by the standard or low-temperature system (n = 6). qRT-PCR analysis of *Amelogenin*, *AmeloD*, *Nkx2-3,* and *p21* expression in cultured tooth germs after normalization to *Gapdh* mRNA expression. *p < 0.05; **p < 0.01; ***p < 0.001. Error bars represent the mean ± SD. Scale bars 200 µm.

### Low temperature prevents CPA effects on tooth germ by temporarily halting cell cycle

To explore the molecular mechanism of the CPA effects on tooth germ at different temperatures, we performed CAGE analysis. 

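CAGE (cap analysis of gene expression) sequences the 5′ ends of capped RNAs and so counts transcripts at their start sites. The 4 libraries were 37°C_DMSO, 37°C_CPA, 25°C_DMSO and 25°C_CPA, with 1 library per condition, each made from more than 5 tooth germs (Fig. 7a) with an RNA integrity number above 8.5. DMSO is the solvent control and CPA, cyclophosphamide, is an alkylating drug that damages DNA. The methods describe E14.5 tooth germs cultured for 3 days with 2.5 mM CPA or DMSO. The sample records give 0.25 mM CPA and tooth germs taken at E13.5, and add 4 days without CPA at 37 °C, so the dose, the age and the later culture are not settled between these sources. The deposited table holds whole-number counts for 15887 genes. The counts summed to 16449264 in 37°C_DMSO, 15255885 in 37°C_CPA, 15101186 in 25°C_DMSO and 15297204 in 25°C_CPA. The authors aligned the tags to mm9 and passed the reads through the MOIRAI pipeline before making the table. Here the counts were normalized with edgeR's TMM factors, and a gene was called higher or lower at a fold of 2 or more with at least 50 counts in the higher library. A library with 0 counts was set to a floor of 3 counts, and that fold is a lower bound by the floor alone. Its counting interval can reach below it. With 1 library per condition no difference has a replicate check, and no p-value is given. The 95% intervals come from the exact binomial split of the 2 counts and cover counting error only. In the table 915 genes had counts identical to another gene's in all 4 libraries, so reads shared between overlapping or near-identical genes cannot be told apart there. The gene lists and the rule for naming genes were fixed before the data were examined, except that the genes printed in Table S1 and the values printed in Table S4 had been read.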

Cluster analysis indicated that low temperature culture can inhibit the expression level of gene clusters that were increased by CPA treatment at 37 °C (Fig. 7a). In addition, gene ontology (GO) analysis indicated that these genes were highly involved in apoptosis, DNA damage, DNA repair, and G1/S cell cycle checkpoint (Fig. 7b; Supplementary Table S1). Therefore, we focused on cell-cycle related proteins in the G1 to S phases. 

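In 37°C_CPA, 320 of 13307 measured genes were at least 2-fold higher than in 37°C_DMSO and 212 were at least 2-fold lower. In 25°C_CPA against 25°C_DMSO, 18 of 12704 genes were higher and 15 were lower. The genes called higher at 37 °C included Abcb1b, which encodes a drug efflux pump and rose 13.8-fold (95% interval 9.46 to 20.9), Plk5, which rose 18.7-fold (95% interval 11.6 to 32.0), Eda2r, a member of the TNF receptor family, which rose 7.48-fold (95% interval 5.74 to 9.88), and Ephx1, an epoxide hydrolase, which rose 5.63-fold (95% interval 4.83 to 6.59). At 25 °C Ephx1 had a fold of 0.841 and Eda2r a fold of 0.893 with CPA. Ranked by the interval bound nearest to 1 among called genes with at least 200 counts, the first 3 of the lower genes at 37 °C were Ibsp, which encodes bone sialoprotein and fell 16.8-fold (95% interval 14.9 to 19.0), Car3, a carbonic anhydrase, which fell 21.1-fold (95% interval 12.1 to 40.1), and Ifitm5, an osteoblast gene, which fell 17.0-fold (95% interval 10.3 to 30.2).
Of 12 measured skeletal muscle genes, 7 were lower and 0 were higher (median log2 fold -1.15). Myog, the myogenic factor, went from 201 counts to 48, and Myl4 had a log2 fold of -0.12. Of 10 odontoblast and bone genes, 5 were lower and 0 were higher (median -0.96), while Spp1, which encodes osteopontin, had a log2 fold of 0.42. Of 15 macrophage and leukocyte genes, 5 were lower and 0 were higher (median -0.84), among them Aif1, which fell 2.72-fold (95% interval 2.18 to 3.41), and Coro1a, which fell 2.90-fold (95% interval 1.88 to 4.61). The medians of these 3 lists lay at percentile 0 of 10000 random lists of equal size and expression. Of 19 epithelium genes and of 19 dental mesenchyme genes, 0 were called in either direction (medians -0.06 and -0.22, percentiles 23.7 and 0.28), so the mesenchyme median was also low among random lists. With CPA at 25 °C the muscle median was 0.40, the bone median 0.28 and the macrophage median 0.03, with 2 of 10 measured muscle genes higher and 0 genes of the 3 lists lower. In 25°C_DMSO, 6 of 12 muscle, 9 of 10 bone and 10 of 15 macrophage genes were lower than in 37°C_DMSO, as were 139 of the 212 genes lower with CPA at 37 °C, where independent lists would share 25.0 and simulated unchanged libraries with 1 shared control shared 0.04 on average from counting error alone. This comparison uses the same 37°C_DMSO library as the CPA comparison, and a 37°C_DMSO library rich in these tissues would make the markers lower in both. Of the 212 genes, 99 had enough counts to be measured with CPA at 25 °C. The values therefore do not show that these markers were protected from CPA at 25 °C.
The 320 genes higher at 37 °C had a median log2 fold of 1.27 there, and the 238 of them measured at 25 °C had a median of -0.02 with quartiles of -0.12 and 0.12. Among the 12328 genes measured at both temperatures, 0 were higher with CPA in both, where independent lists would share 0.251. Among the 18 genes higher at 25 °C were S100a9 and S100a8, which encode calcium-binding proteins. S100a9 rose 33.6-fold (95% interval 15.2 to 92.7), from only 6 counts to 207, and S100a8 10.6-fold (95% interval 7.28 to 15.9), from 30 counts to 326. The Y-linked genes Uty, Ddx3y and Eif2s3y were also among the 18, at 2.61-fold, 2.60-fold and 2.41-fold. Xist, an RNA of female cells that was chosen after its values were seen, had a fold of 0.623 there. The Y-linked calls therefore cannot be told apart from a different share of male embryos. Average-linkage clustering on 1 minus Pearson's r over 13683 genes joined 25°C_DMSO and 25°C_CPA first at a distance of 0.00812, then 37°C_DMSO and 37°C_CPA at 0.0291, and the 2 temperatures last at 0.127. In a clustering chosen after seeing the data, the 121 genes of Table S4 alone, by Euclidean distance, gave the 3 joins of Fig. 7a, with 37°C_CPA joined last, as did the 320 genes higher with CPA at 37 °C alone. The genes in both sets were selected for being higher in 37°C_CPA. The difference between the temperatures in the CPA effect was not tested, because each condition has 1 library. Without scaling, 252 genes were higher and 331 were lower with CPA at 37 °C, and with each library scaled to Gapdh, 52 were higher and 6 were lower at 25 °C, where the median log2 fold of all genes moved by -0.11 and 0.28 relative to TMM. With no minimum count, 39 genes were higher with CPA at both temperatures, and where the interval must lie beyond 2-fold, 4 muscle, 3 bone and 1 of the macrophage genes were lower at 37 °C. From the clustering of Fig. 7a the paper proposes that low temperature culture can inhibit the expression of gene clusters that CPA raised at 37 °C.

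**Figure D1:**
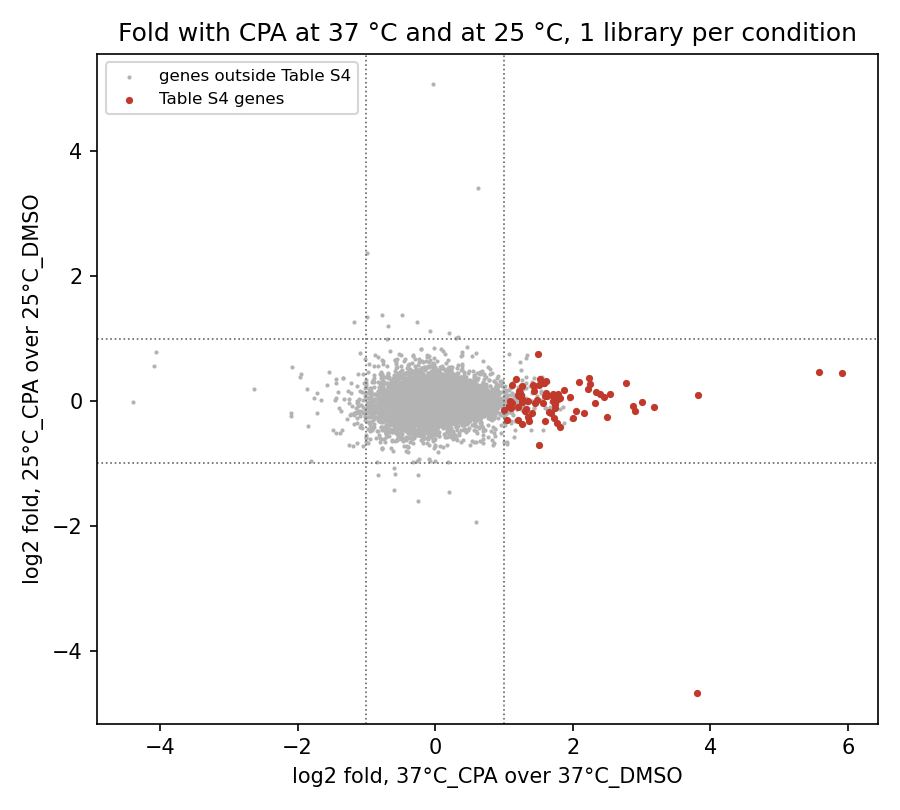
Each point is 1 of the 12328 genes measured at both temperatures, with the log2 fold of 37°C_CPA over 37°C_DMSO on the x axis and of 25°C_CPA over 25°C_DMSO on the y axis, and red points are the 82 genes of Table S4 measured in both. Dotted lines mark folds of 2, and the red points spread to the right of them while their 25 °C folds lie around a median log2 of 0.02.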

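Of 39 measured p53 target genes, 22 were higher in 37°C_CPA than in 37°C_DMSO, 0 were lower and 17 were not called (median log2 fold 1.26, above all of 10000 random lists). Cdkn1a, the p21 gene and an inhibitor of cyclin-dependent kinases, rose 3.19-fold (95% interval 2.99 to 3.41), from 1220 counts to 3599. It lies on chromosome 17 from 29227924 to 29237667 of mm9. Trp53inp1, a p53-induced gene, rose 5.51-fold (95% interval 4.74 to 6.42), and Dcxr, a carbonyl reductase, rose 8.04-fold (95% interval 6.55 to 9.96). Plk3 and Sesn1 were the lowest of the list, with log2 folds of -0.12 and -0.39. Of the 22 p53 targets that were higher, 16 are in Table S4, which was drawn from these libraries, and 14 of the list's genes are also in another list.
Of 29 homologous recombination and Fanconi anaemia genes, which repair double-strand breaks and interstrand crosslinks, 14 were higher and 0 were lower (median 0.97, percentile 100). Exo1, an exonuclease that resects breaks, rose 3.33-fold (95% interval 2.72 to 4.11), and Brca1 rose 3.05-fold (95% interval 2.59 to 3.59). Fancc and Fancl were the lowest, at log2 folds of -0.26 and -0.10. Where the call also needs its interval to lie beyond 2-fold, 9 of these genes were higher. Of 27 genes of excision and mismatch repair and translesion synthesis, 6 were higher and 0 were lower (median 0.23, percentile 99.96). Mgmt, which removes alkyl groups from guanine, rose 3.51-fold (95% interval 2.93 to 4.23), and Polk, a translesion polymerase, rose 3.31-fold (95% interval 2.93 to 3.76). Mgmt and Polk are also in the p53 list, and 4 genes of the excision repair list are in another list.
Of 26 apoptosis genes, 4 were higher and 1 was lower, and 21 were not called (median 0.15, percentile 98.6). Tnfrsf10b, a death receptor, rose 2.96-fold (95% interval 2.58 to 3.41), and Pmaip1 and Bbc3, BH3-only proteins that start mitochondrial apoptosis, rose 2.40-fold each. Tnfrsf10b, Pmaip1 and Bbc3 are also in the p53 list, and 6 genes of the apoptosis list are in another list. Calls of shared genes are counted in each list and are not separate results. Bmf, another BH3-only gene, fell 2.09-fold (95% interval 1.71 to 2.56), and its interval reaches below 2-fold. In this comparison 7 of 12 muscle, 5 of 10 bone and 5 of 15 macrophage markers were called lower. In 25°C_CPA against 25°C_DMSO none of the genes measured in these 4 lists was called, and the list medians were -0.03, 0.02, -0.01 and -0.01 in the order p53 targets, recombination, excision repair and apoptosis, and 0.25, 0.29, 0.26 and 0.27 with Gapdh scaling. Cdkn1a had 503 counts in 25°C_DMSO and 484 in 25°C_CPA.

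**Figure D2:**
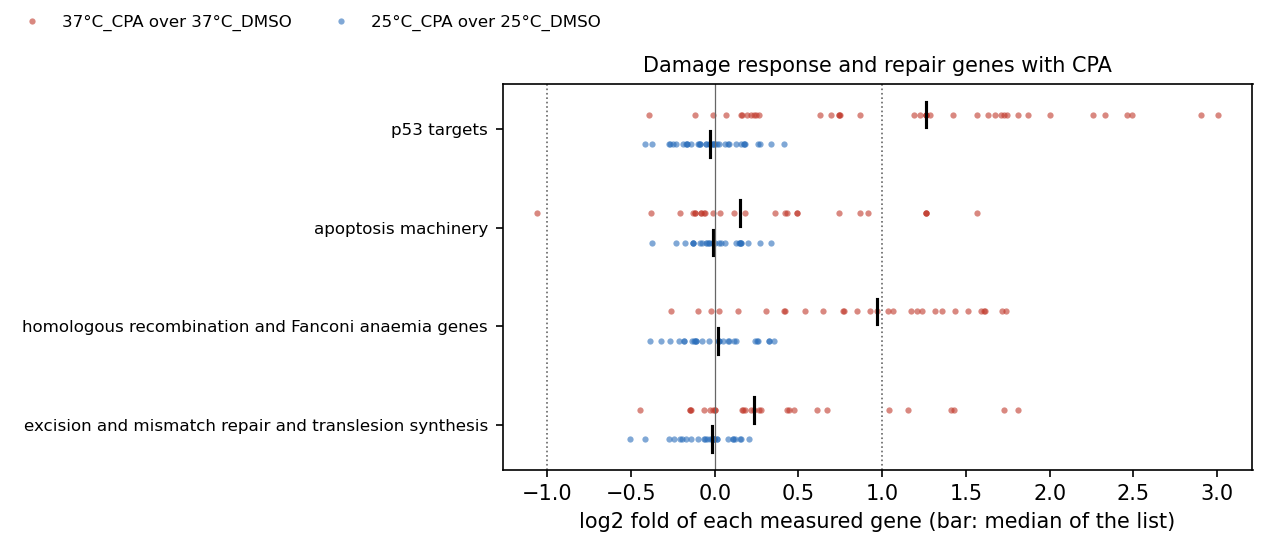
Log2 fold with CPA on the x axis for each measured gene of 4 lists on the y axis, in red at 37 °C and in blue at 25 °C, with a bar at the median of the list and dotted lines at folds of 2. The p53 targets have a median of 1.26 at 37 °C and -0.03 at 25 °C.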

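At the RNA level, 4 of 27 measured genes of G1 to S control were higher with CPA at 37 °C, against 320 of all 13307 measured genes, and 0 were lower and 23 were not called (median log2 fold 0.19, percentile 99.8). The 4 were Cdkn1a, Ccne2, E2f2 and E2f7. In the paper's own term of Table S1, negative regulation of the G1/S transition, which was drawn from these libraries, all 4 genes were higher (E2f7, Plk5, Pidd1 and Haspin, median 1.96). Ccne2, which encodes cyclin E2 and partners Cdk2 at entry to S phase, rose 3.22-fold (95% interval 2.92 to 3.55), E2f2, a transcription factor of S phase genes, rose 3.45-fold (95% interval 2.44 to 4.95), and E2f7, a repressor of the same family, rose 2.31-fold (95% interval 1.99 to 2.69). Cdkn1c, another inhibitor of cyclin-dependent kinases, had a log2 fold of -0.91, short of the call. With CPA at 37 °C the log2 folds were 0.56 for Rb1, 0.41 for Cdk2, 0.05 for Cdk6 and -0.27 for Ccnd3. The proteins of these genes were probed in M3H1 cells, in DMSO at both temperatures in Fig. 7d and with CPA in Fig. 7e. Rb1 rested on 61 counts in 37°C_DMSO and 83 in 37°C_CPA.
Of 32 DNA replication genes, 7 were higher, 0 were lower and 25 were not called (median 0.82, percentile 100). Rrm2, a subunit of ribonucleotide reductase, rose 3.35-fold (95% interval 3.01 to 3.75), and Mcm10, a replication initiation factor, rose 2.92-fold (95% interval 2.25 to 3.83). The lowest of them, Gins2 and Mcm2, had log2 folds of 0.25 and 0.41. Of 31 genes of G2 and mitosis, 7 were higher, 0 were lower and 24 were not called (median 0.75, percentile 100), among them Espl1, the protease separase, at 2.55-fold (95% interval 2.04 to 3.20), and Ncapg, a condensin subunit, at 2.34-fold (95% interval 2.11 to 2.59). Mki67, which encodes the proliferation marker Ki67, was not called, at 1.52-fold (95% interval 1.40 to 1.66). Muscle, bone and macrophage markers were among the genes called lower in the same comparison. With CPA at 25 °C none of the genes of these 3 lists was called, and the medians were -0.05, -0.04 and -0.03, and 0.22, 0.23 and 0.25 with Gapdh scaling. The number of mitosis genes called higher fell to 3 without scaling, and where the interval must lie beyond 2-fold it was 3 for mitosis and 3 for replication.

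**Figure D3:**
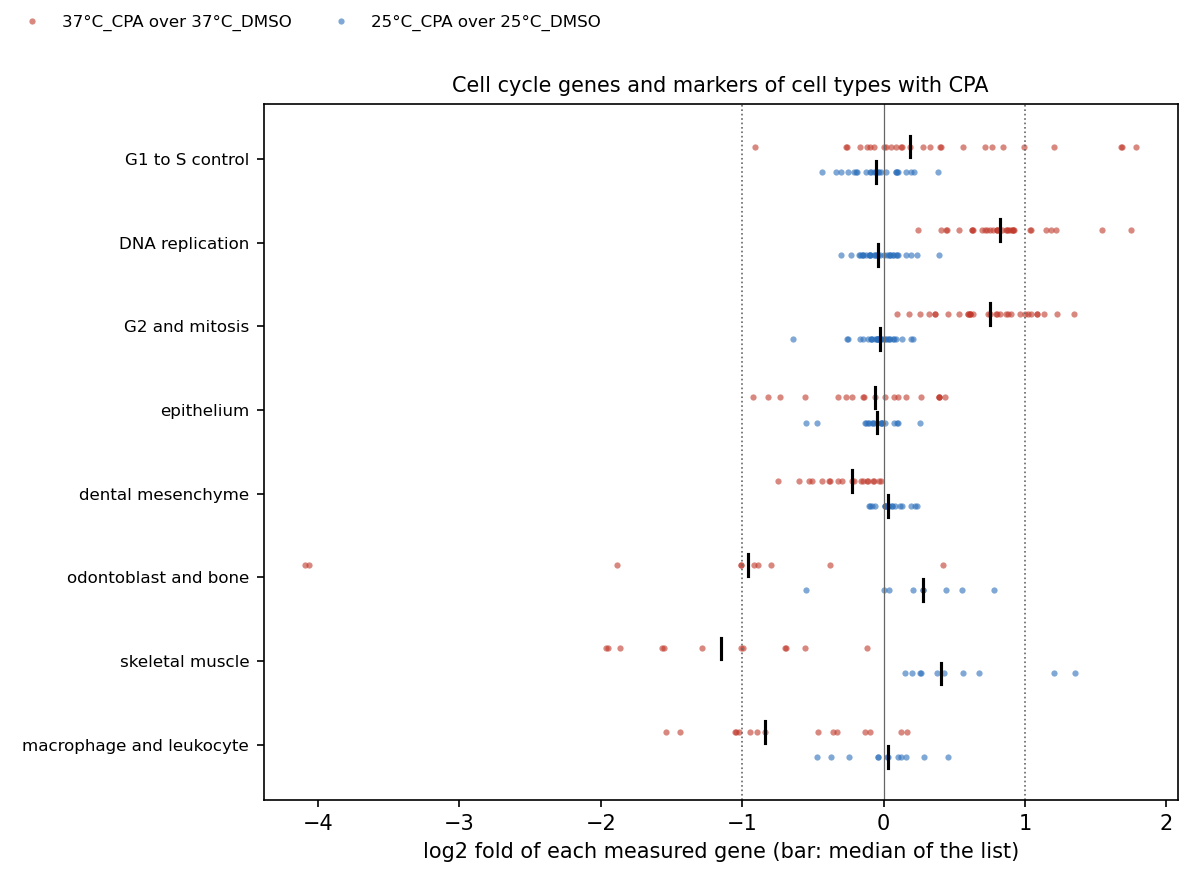
Log2 fold with CPA on the x axis for each measured gene of 8 lists on the y axis, in red at 37 °C and in blue at 25 °C, with a bar at the median of the list and dotted lines at folds of 2. The replication and mitosis lists have medians of 0.82 and 0.75 at 37 °C, and the skeletal muscle list has -1.15.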

Rb, a cell cycle-related protein, is phosphorylated by CDK and Cyclin and plays an important role in driving the cell cycle from G1 to S phases (Fig. 7c). To examine the effect of different culturing temperatures on cell cycle, M3H1 cells were aligned to G1 phase by serum (FBS) starvation, then changed to FBS-supplemented culture medium and cultured at 25 °C and 37 °C. The expression of cell cycle molecule, pRb (Ser807/811), pRb (Ser780), Rb, CDK2, CDK6, and CyclinD3 were examined by western blotting. After adding FBS for 6–12 h, the expression levels of pRb (Ser807/811) and pRb (Ser780) in the 37 °C group were higher than those in the 25 °C group (Fig. 7d, Supplementary Fig. S6a). Moreover, the expressions of CDK2 and CyclinD3, which promote the phosphorylation of Rb, were also significantly increased in the 37 °C group (Fig. 7d). We observed differences in the expression of cell cycle related proteins after 6 h of incubation at different temperatures (Fig. 7d); therefore, we examined the CPA treatment effect at 0 and 6 h after CPA or DMSO treatment. Phosphorylation of Rb occurred in the 37 °C group, while phosphorylation was suppressed in the 25 °C group with or without CPA treatment (Fig. 7e, Supplementary Fig. S6b). These results show that at a low temperature, cells could not pass through the R point of the cell cycle and were consequently stagnated in the G1 phase.

**Figure 7:**
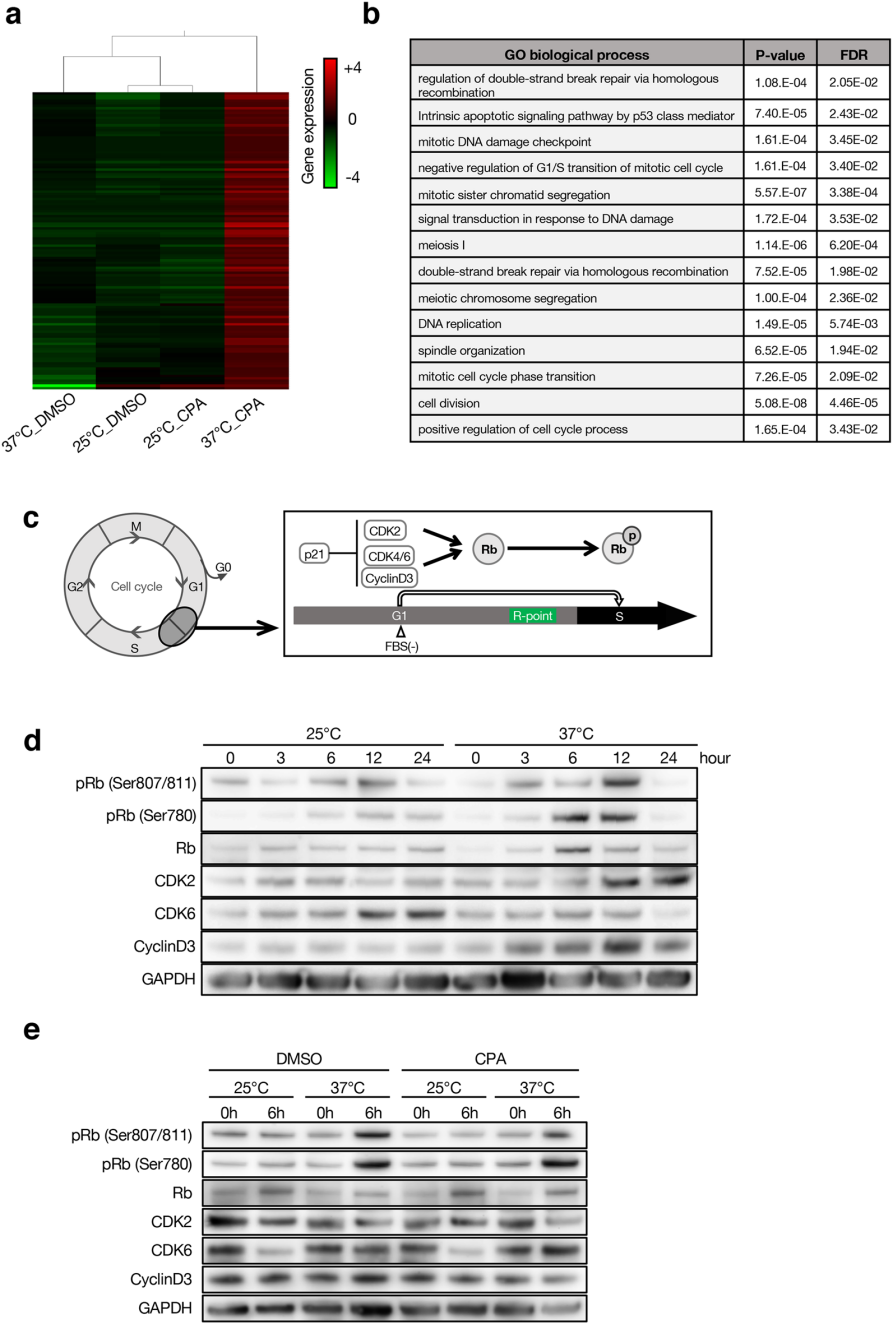
Low temperature prevents the cell cycle from G1 to M phase. (**a**) Heat map of differentially expressed genes between different organ culture systems using CAGE analysis. Datasets were obtained from > 5 independent tooth germs for each group. (**b**) Selected gene ontology term enriched in the 37°C_CPA group. (**c**) Schematic cartoon of cell cycle and the regulation mechanism of G1-phase to S-phase. (**d**) Western blotting results of pRb, CDK2, CDK6, CyclinD3 and GAPDH in M3H1 cells treated with DMSO at 25 °C or 37 °C with indicated time points. The cropped blots are presented in the figure and uncropped blots are presented in Supplementary Fig. S5a. (**e**) Western blotting results of pRb, CDK2, CDK6, CyclinD3 and GAPDH in M3H1 cells treated with DMSO or CPA at 25 °C or 37 °C with indicated time points. The cropped blots are presented in the figure and uncropped blots are presented in Supplementary Fig. S5b.

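In 25°C_DMSO against 37°C_DMSO, 870 of 13491 measured genes were at least 2-fold higher and 1556 were at least 2-fold lower. The cold-inducible RNA-binding proteins Cirbp and Rbm3 rose 4.43-fold (95% interval 4.17 to 4.70) and 4.37-fold (95% interval 4.23 to 4.53) at 25 °C. All 6 measured erythroid genes were higher (median log2 fold 2.48), with Hbb-y, an embryonic globin, at 21.8-fold (95% interval 17.4 to 27.6), and 5 of 12 circadian clock genes were higher and 0 were lower (median 0.94), with Per3 at 5.30-fold (95% interval 4.56 to 6.19). Of 16 interferon response genes 13 were lower (median -3.86), led by Isg15, a ubiquitin-like protein, which went from 1873 counts to 26.
Lce3a and Lce3f, late cornified envelope proteins, had 0 counts at 25 °C and by the floor were at least 1248-fold lower and at least 927-fold lower. Their 95% intervals reach down to 1015-fold and 753-fold. Cnfn, which encodes cornifelin, fell 451-fold (95% interval 252 to 903). Ambn, which encodes the enamel matrix protein ameloblastin, rose 8.21-fold (95% interval 7.03 to 9.64), while of the 7 measured ameloblast and enamel genes 1, Ambn, was higher and 4 were lower (median -1.53), with Odam at 9.81-fold (95% interval 4.78 to 23.4) and Sp6 at 4.16-fold (95% interval 3.45 to 5.04) lower. Among 17 enamel knot and epithelial signals, 2 were higher and 6 were lower. Fgf20 rose 6.49-fold (95% interval 5.56 to 7.60), and Shh fell 7.05-fold (95% interval 5.86 to 8.54). Of 10 odontoblast and bone genes 9 were lower (median -1.98), of 15 macrophage and leukocyte genes 10 were lower (median -1.98), and of 19 genes of glycolysis and hypoxia 14 were lower (median -1.68). Of the other tissue lists, 5 of 19 epithelium genes (median -0.62), 4 of 13 endothelium genes (median -0.71) and 12 of 25 extracellular matrix genes (median -0.92) were lower and 0 were higher, 6 of 12 skeletal muscle genes were lower and 1 was higher (median -0.91), and 2 of 19 dental mesenchyme genes were lower and 2 were higher (median -0.16, and 0.26 with Gapdh scaling). Among the genes of the cell cycle, 1 of 31 G2 and mitosis genes was lower (median -0.40, percentile 0.07, and median 0.03 with Gapdh scaling), and 0 of 32 DNA replication genes were called (median 0.16, and -0.05 without scaling). In G1 to S control 4 of 26 genes were lower, and Cdkn1a fell 2.09-fold (95% interval 1.88 to 2.33). Cdk2 had a log2 fold of 0.35, Cdk6 of 0.16, Ccnd3 of -0.68 and Rb1 of 0.19. The paper reports more CDK2 and CyclinD3 in M3H1 cells at 37 °C than at 25 °C (Fig. 7d). Those are proteins of a cell line in the hours after serum was added, not RNA of tooth germs.
Of all called genes 35.9% were higher, against 20.7% without scaling (555 higher, 2124 lower) and 72.2% when each library was scaled to Gapdh (2399 higher, 922 lower), which has 215 counts in 37°C_DMSO and 138 in 25°C_DMSO. Relative to TMM these moved the median log2 fold of all genes by -0.21 and 0.43. Gapdh is itself in the glycolysis and hypoxia list, of which 14 of 19 measured genes were lower at 25 °C. It is thus not a reference known to be steady between the temperatures. With Gapdh scaling 0 genes of G1 to S control and 0 of G2 and mitosis were lower and 10 clock genes were higher, without scaling 7 mitosis genes were lower and 3 clock genes were higher, and where the interval must lie beyond 2-fold 0 genes of G1 to S control were lower, so the call of Cdkn1a is lost in the first and the last. With at least 200 counts 3 erythroid genes were higher and 6 interferon response genes were lower, and of the enamel knot signals 1 was higher and 3 were lower where the interval must lie beyond 2-fold.

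**Figure D4:**
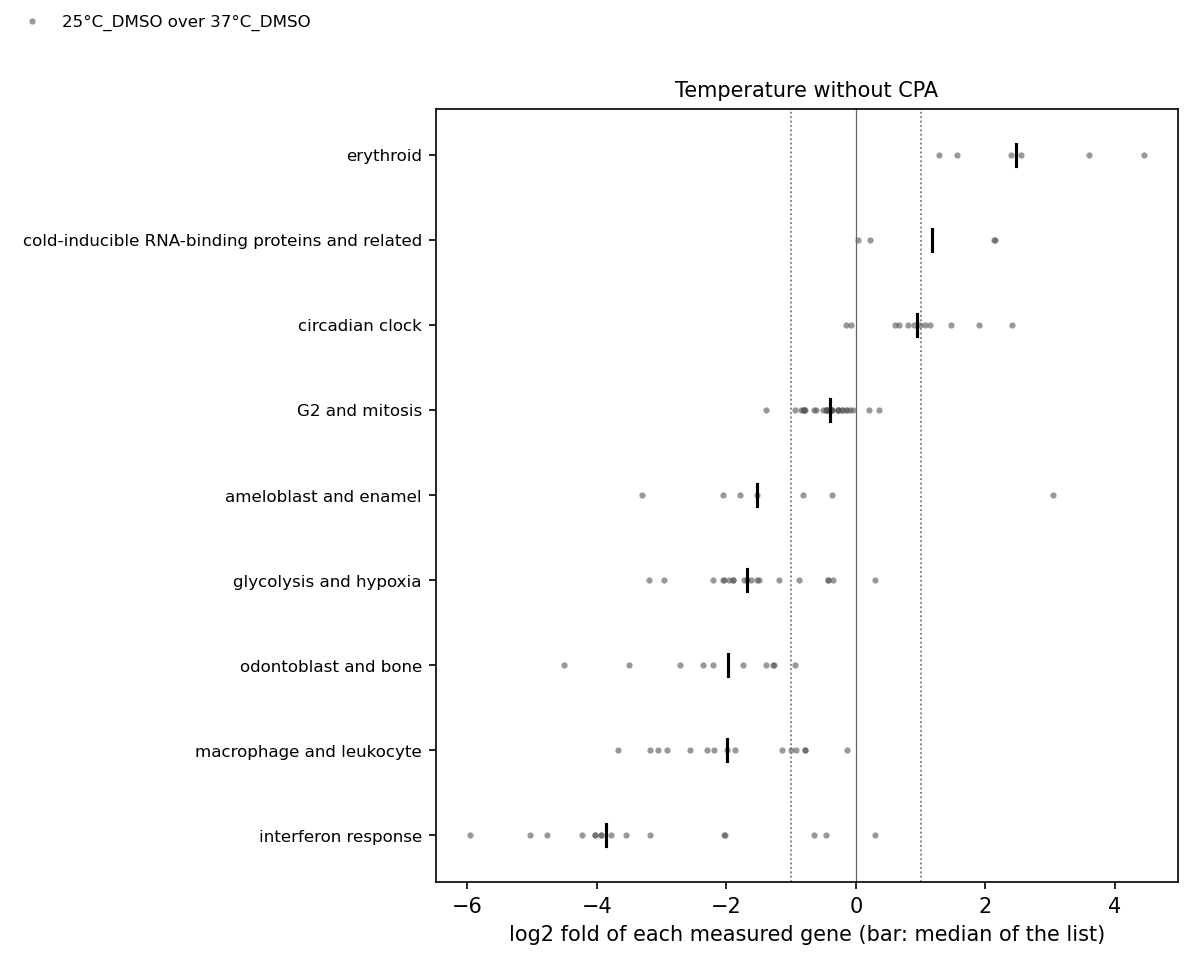
Log2 fold of 25°C_DMSO over 37°C_DMSO on the x axis for each measured gene of 9 lists on the y axis, with a bar at the median of the list and dotted lines at folds of 2. The medians run from 2.48 for the erythroid genes to -3.86 for the interferon response.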

## Discussion

In this study, we clarified the effect of CPA on tooth development using an ex vivo organ culture system. CPA treatment on tooth germ inhibited the differentiation ability and proliferation of dental cells and induced their apoptosis. These results were mirrored in the in vitro experiments using M3H1 cells. We also demonstrated that organ damage by CPA treatment could be suppressed under cold temperature.

CPA inhibited the growth of tooth germ, and the severity of CPA-mediated damage on tooth germ varied depending on the developmental stage of tooth germ when CPA was administered. These results are consistent with a previous study that analyzed the effects of intraperitoneal injection of CPA on the teeth of mice fetuses using micro-CT^3^. The rate of dental disturbances in survivors of childhood cancer is as high as 55.6%^23^, and the incidence is highest and more severe when the anticancer drug is administered at a younger age^23,34^. Thus, the dentition, type, and severity of CPA-mediated dental dysplasia correlate with the individual developmental stages of the teeth at the time of anticancer drug administration. Most studies that examine the effect of CPA on organ development employed administration of anticancer drugs to pregnant mice and observed the effects in the fetuses^2^. This would be a limitation of the study because it is necessary to consider the transfer processes of anticancer drugs from the pregnant mother to the fetus. In this study, we employed the organ culture method and succeeded in observing the direct effect of the anticancer drug on tooth germ formation in real time. CPA was added to the culture medium based on its maximum blood concentration when administered to humans^35^. As a result, we could observe the inhibition of growth of tooth germs which correlated with the stage of tooth development, similar to that observed when anticancer drugs are administered to humans. These results suggest that the organ culture method reproduces time-specific anticancer drug side effects depending on developmental stages. CPA is converted to 4-HC in the liver and passes through the bloodstream^33^. In this study, we confirmed that CPA has a sufficient inhibitory effect on organogenesis in a concentration-dependent manner and was used as a model for anticancer drugs. This result may indicate the existence of a mechanism by which activation of CPA occurs in the organ culture system. Further analysis is needed to elucidate this metabolism. We further confirmed that the low temperature can suppress the inhibition of organogenesis by another alkylating agent melphalan, which is not metabolized in the liver. These results indicate that the side effects of alkylating drugs on organ development can be avoided by maintaining the target organ under low temperature condition.

We further demonstrated that CPA-mediated DNA damage was reduced in low temperature. γ-H2AX is used for the measurement of DNA damage and several anticancer agents induces γ-H2AX resulting in cellular apoptosis^36^. This induction of DNA damage was also observed in the treatment of CPA in mice as well^37^. These facts suggest that the low temperature condition suppressed CPA-mediated DNA damage. Cell dynamics, such as metabolism and proliferation activity changes depending on the extracellular environment, and one of the major factors that influence cellular dynamics is temperature^38,39^. A previous study using V79 cells derived from Chinese hamster lung has reported that the cell cycle slows down in lower temperatures from 37 to 25 °C, and cell division almost stops at 25 °C^40^. The extension of cell cycle at a low temperature does not only result from the arrest of the current state, but also from limited phase shift^41^. In fibroblasts, the transition from S phase to G1 phase was observed at a low temperature, and eventually almost all cells stopped at G1 phase, and this phenomenon was used for cell synchronization^40^. Furthermore, we found that the cell cycle was extended in M3H1 cells cultured at a low temperature due to the inhibition of Rb protein phosphorylation, which is considered to be the most important factor in G1/S phase transition^42^. CPA-mediated growth inhibition could be avoided by keeping the tooth germ at 25 °C for the period of CPA treatment. Interestingly, similar results were obtained in hair organoid formation. These results indicate that the cell cycle was fixed in the G1 phase by low-temperature stimulation, and DNA replication is limited, suggesting that the DNA cross-linking effect of CPA in the S phase is suppressed. While this suppression of side effects might result from other mechanisms such as the changes in intracellular uptake of drugs, which may be reduced in low temperature. Further analysis on drug uptake would be necessary for the next study.

Low temperature arrests the cell cycle; hence, low temperature might prevent the side effects of anticancer drugs on organ development (Fig. 8). Furthermore, our organ culture model could be used to examine the direct effect of temperature regulation in a blood flow free organ culture environment. This fact indicates that not only vasoconstriction, but also temperature-based regulation has important roles in cryotherapy. However, since the cell cycle is arrested in all cells cultured in low temperature, there is a possibility that cooling the primary site of cancer may interfere with the main effect of anticancer drugs. Therefore, establishment of a localized and efficient cooling method is necessary to avoid the specific side effects of anticancer drugs, which will be a challenge in the future.

**Figure 8:**
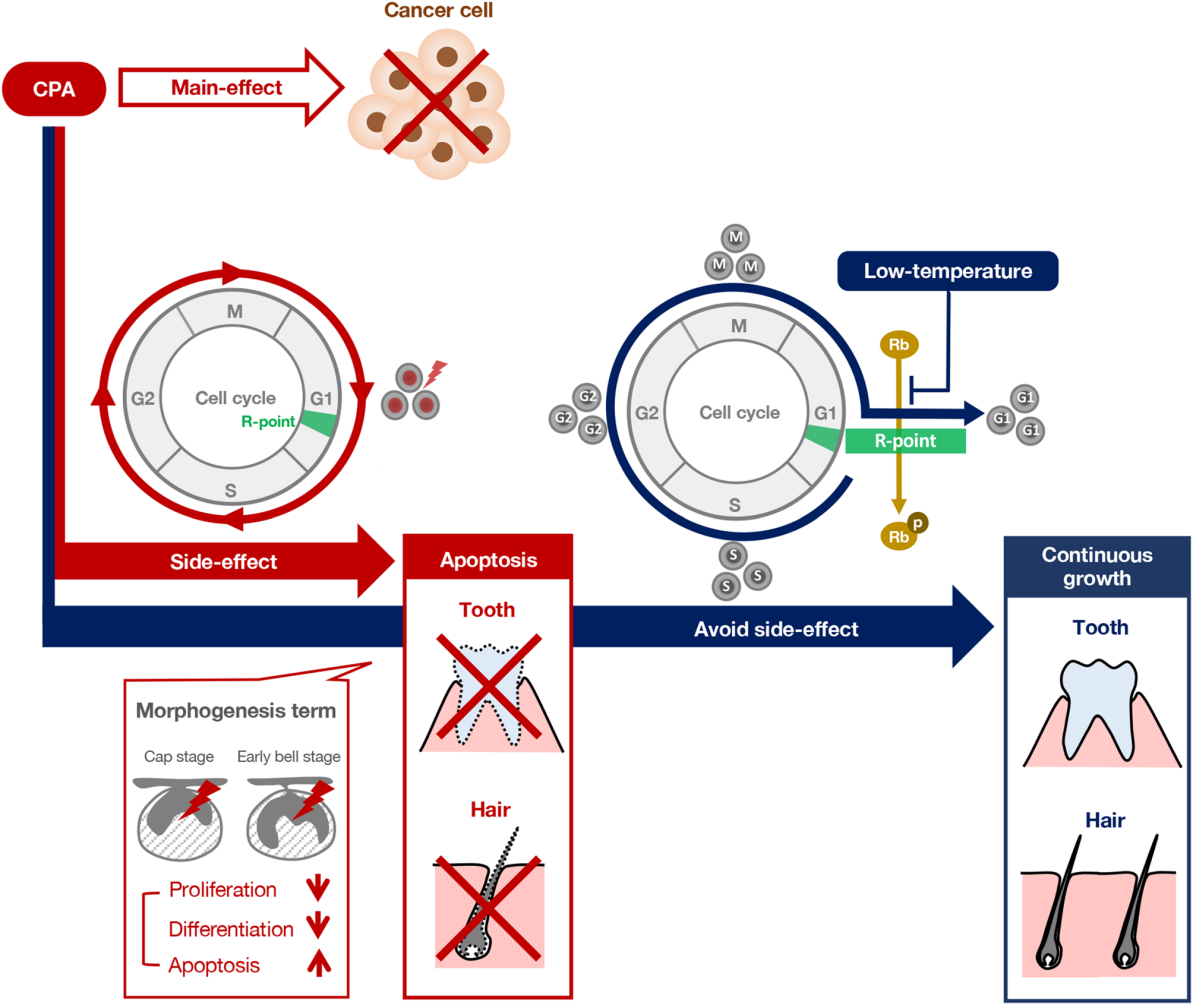
Summary diagram on the effects of CPA and a potential benefits of the low-temperature approach. Graphical summary of CPA interference on tooth germ development and the low-temperature approach to avoid side effects.

This study proposes a new examination model of anticancer drug side effects using an organ culture method, which is different from the conventional in vivo methods. This approach will simplify the analysis of the effects on organs in multi-chemotherapy, which is mainly used in clinical practice. Although our ex vivo experiments provide an efficient platform for drug screening, further experiments are required using in vivo models. Furthermore, we suggest that the side effects of anticancer drugs on tooth development may be avoided by maintaining the internal milieu under a low temperature.

## Methods

### Organ culture and anticancer drug treatments

All animal experiments were approved by the ethics committee of the Kyushu University Animal Experiment Center (protocol number; A20-281-0). All methods were carried out in accordance with relevant guidelines and regulations, and the study was performed in accordance with ARRIVE (Animal Research: Reporting of In Vivo experiments) guidelines. Pregnant mice were euthanized by anesthesia and the embryos were dissected immediately. Tooth germs of the mandibular first molars were dissected from mice embryos at various gestational ages (E14.5, E16.5, and E18.5). Mice whisker follicles were dissected at E13.5 then seeded into cell culture inserts (BD Falcon, BD Biosciences, Franklin Lakes, NJ, USA) and cultured using an air–liquid interface culture technique in Dulbecco’s modified Eagle’s medium (DMEM)/F-12, supplemented with 20% fetal bovine serum (FBS) (Gibco/Life Technologies, Waltham, MS, USA), 180 μg/mL ascorbic acid (Sigma, St. Louis, MS, USA), 2 mM l-glutamine (Gibco/Life Technologies, Waltham, MS, USA), and 1% penicillin/streptomycin (Gibco/Life Technologies, Waltham, MS, USA) at 37 °C in a humidified atmosphere of 5% CO_2_, as described previously^5,43^. After placing the tooth germs on inserts, different concentrations of CPA (Sigma, St. Louis, MS, USA), 1 μM of 4-HC (Toronto Research Chemicals, Inc.) or 10 μM of melphalan (Sigma, St. Louis, MS, USA) dissolved in dimethyl sulfoxide (DMSO) (Sigma, St. Louis, MS, USA) was added to a fresh organ culture medium, which was replaced every two days. The appropriate concentration of 4-HC and melphalan were selected based on previous studies^43–45^. For the control groups of tooth germ, the same volume of DMSO was added into culture medium. To assess the size of the cultured tooth germ, E14.5, E16.5, and E18.5 tooth germs were cultured for 7 days, and images were acquired under the microscope IX71 (Olympus, Tokyo, Japan) daily for record-keeping. The survival rate of cultured tooth germs was determined from morphogenesis and organ development. Tooth germs that form the cusp structure were considered as survived.

### Immunohistochemistry

For whole-mount immunolabeling, samples were fixed with 4% paraformaldehyde (Wako, Tokyo, Japan) for 15 min at room temperature, then treated with 2% Triton X-100 (Sigma, St. Louis, MS, USA) and 10% Powerblock (BioGenex, Fremont, CA, USA) in phosphate-buffered saline (PBS) for 30 min at room temperature to prevent nonspecific antigen binding. Primary antibodies were applied for 3 h followed by species-specific secondary antibodies for 2 h at room temperature with gentle shaking. Frozen sections were prepared by freezing tooth germs at − 80 °C in optimal cutting temperature (OCT) compound (Sakura, Tokyo, Japan) and slicing them at a thickness of 10 µm in LEICA CM 1860 (Leica Biosystems, Wetzlar, Germany). For immunolabeling of frozen sections and M3H1 cells, sample labeling was performed using the primary and secondary antibodies listed in Supplementary Table S2. The nuclei, tissues and cells were mounted with Vectashield mounting medium containing DAPI (Vector Laboratories, Burlingame, CA, USA). Images of cell sections were captured with a C2 confocal microscope (Nikon, Tokyo, Japan) and analyzed using NIS-Elements AR software v4.00 (Nikon, Tokyo, Japan). Images of organ samples were taken on a Zeiss LSM700 confocal laser scanning microscope (Carl Zeiss, Oberkochen, Germany) and measurement or quantification of the axial length was performed using Image J (Image J 1.51s, NIH, Bethesda, MA, USA).

### Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) assay

Samples were washed with PBS, fixed with 4% paraformaldehyde for 15 min at room temperature, and washed again with PBS several times. Permeabilization Buffer (Takara Bio Inc, Tokyo, Japan) was applied on ice for 5 min and washed with PBS several times. Then, 50 μL of pre-cooled labeling reaction mixture (consisting of TdT Enzyme 5 μL + Labeling Safe Buffer 45 μL) (Takara Bio Inc, Tokyo, Japan) was added to incubate it in a 37 °C humidified chamber for 90 min and washed with PBS. Images of the cell sections were captured with a C2 confocal microscope (Nikon, Tokyo, Japan) and analyzed using NIS-Elements AR software v4.00 (Nikon, Tokyo, Japan). Images of organ samples were acquired on a Zeiss LSM700.

### Cell culture and anticancer drug treatments

 Mouse-derived dental epithelial cell line M3H1^46,47^ was maintained in Ca^2+^-free medium (Gibco/Life Technologies, Waltham, MS, USA) supplemented with 3.0 mM CaCl_2_ (Fluka Analytical, Buch, Swizerland), 1% l-glutamine (Gibco/Life Technologies, Waltham, MS, USA), 1% sodium pyruvate (Gibco/Life Technologies, Waltham, MS, USA), 1% penicillin/streptomycin (Gibco/Life Technologies, Waltham, MS, USA), and 10% Ca^2+^-free FBS (Gibco/Life Technologies, Waltham, MS, USA) at 37 °C in a humidified incubator in an atmosphere containing 5% CO_2_. For treatments, M3H1 cells were cultured in 12-well plates at a density of 2 × 10^5^ cells/well in low-Ca^2+^ DMEM. Cells were treated with different concentrations of CPA dissolved in DMSO.

### 3-(4,5-Dimethylthiazol-2-yl)-2,5-diphenylterazolium bromide (MTT) assay

M3H1 cells were seeded into 96-well plates at 0.2 × 10^4^ cells/well and treated with DMSO or CPA. Proliferation activity was measured after culturing for 1, 3, 5, and 7 days using a Cell Counting Kit (CCK)-8 (Dojindo Laboratories, Kumamoto, Japan), according to the manufacturer’s protocol. In brief, 10 µL of the CCK-8 solution was added to each well and incubated at 37 °C for 1 h. Then, the absorbance at 450 nm was measured using an iMark microplate reader (Bio-Rad, Hercules, CA, USA). The relative survival rate of cell growth was calculated, and all experiments were conducted using five wells per experiment and repeated at least three times.

### RNA isolation and real-time quantitative reverse transcription polymerase chain reaction (qRT-PCR) analysis

Total RNA was isolated from cultured cells and organ tooth germs after treatment with CPA or DMSO for 7 or 10 days, using TRIzol reagent (Life Technologies, Waltham, MS, USA) and then purified using RNeasy Mini kit (Qiagen, Venlo, Netherlands). cDNA was synthesized using SuperScript III reverse transcriptase reagent (Life Technologies, Waltham, MS, USA). The specific forward and reverse primers that were used for qRT-PCR are listed in Supplementary Table S3. Expression of each gene normalized to that of *Gapdh*. qRT-PCR was performed using iQ SYBR Green Supermix (Bio-Rad, Hercules, CA, USA) with a CFX Connect Real-Time PCR detection system (Bio-Rad, Hercules, CA, USA).

### Low-temperature culture method of organ culture

Tooth germs were cultured in the conditions previously described under various incubation temperatures. For the low-temperature system, tooth germs were cultured in an incubator at 25 °C in a humidified atmosphere of 5% CO_2_ for 7 days and treated using DMSO, 0.25 mM CPA, 1 μM 4-HC or 10 μM melphalan. For the rescue experiment, tooth germs were cultured in a medium supplemented with 0.25 mM CPA, 1 μM 4-HC or 10 μM melphalan at 25 °C for 3 days. Then, we changed to a fresh medium, only by adding DMSO, and tooth germs were cultured for an additional 4 days. Images were acquired under the microscope IX71 (Olympus, Tokyo, Japan) daily for record-keeping.

### CAGE analysis

Total RNA was isolated from cultured organs E14.5 tooth germs after adding 2.5 mM CPA or DMSO reagent for 3 days at 25 °C or 37 °C using TRIZOL reagent (Life Technologies, Waltham, MS, USA), and purified with the RNeasy Mini kit (Qiagen, Venlo, Netherlands), according to standard protocol. Bioanalyzer (Agilent, Santa Clara, CA, USA) was used to verify the quality of RNA and all samples had an RNA integrity number > 8.5. Then, CAGE analysis was performed by DNAFORM (Yokohama, Japan). The CAGE tag sequence was aligned to the reference genome (mm9), and mapped reads were subsequently converted into a CAGE defined transcription start site using SAMtools of the MOIRAI pipeline, as previously described^48^.

### Clustering analysis and gene ontology analysis

Clustering analysis was performed using Subio platform (Subio, Tokyo, Japan). Greater than twofold differentially expressed genes between the groups were used for the analysis (Supplementary Table S4). Gene ontology analysis was performed using the Gene Ontology Consortium (http://geneontology.org).

### Western blotting

Cells were lysed in CelLytic M (Sigma-Aldrich, St. Louis, MS, USA) buffer containing 1% protease inhibitor mixture (Sigma-Aldrich, St. Louis, MS, USA) and 1 mM phenylmethylsulfonyl fluoride (Sigma-Aldrich, St. Louis, MS, USA). Cell lysates were collected, and protein concentration was measured by Pierce BCA Protein Assay kit (Thermo Fisher Scientific, Waltham, MS, USA). Then, protein was denatured at 70 °C for 10 min and 10 μg of protein was ran on a 4–12% SDS–polyacrylamide gel (NuPAGE, Invitrogen, Waltham, MS, USA). Following electrophoresis, the proteins were transferred to a PVDF membrane (Life Technologies, Waltham, MS, USA), analyzed by western blotting, and incubated with the antibodies listed in Supplementary Table S2. The membrane was developed using ECL Plus reagent (Thermo Fisher Scientific, Waltham, MS, USA). Then, signals were detected using an ECL kit (Amersham Biosciences, Amersham, UK) and visualized with an ImageQuant LAS 4000 system (GE Healthcare, Chicago, IL, USA).

### Statistical analysis

All experiments were repeated at least three times to confirm the reproducibility. Statistical significance was determined using a two-tailed unpaired Student's *t* test and multiple analyses were performed using two-way ANOVA, with Prism version 6 (GraphPad Software, La Jolla, CA, USA). A *p* value < 0.05 was considered statistically significant.

## Supplementary Information

Supplementary Information.

## Data Availability

The CAGE datasets generated for this study can be found in the NCBI GEO: GSE182499. All other the data generated in this study are reported in this article (and in its Supplementary Information).

## References

[1] Koppang HS (1978). Histomorphologic investigations of dentinogenesis in incisors of offspring of cyclophosphamide-treated pregnant rats. Scand. J. Dent. Res..

[2] Kawakami T, Nakamura Y, Karibe H (2015). Cyclophosphamide-induced morphological changes in dental root development of ICR mice. PLoS One.

[3] Nakatsugawa K (2019). Stage- and tissue-specific effect of cyclophosphamide during tooth development. Eur. J. Orthod..

[4] Karagözoğlu S, Filiz Ulusoy M (2005). Chemotherapy: The effect of oral cryotherapy on the development of mucositis. J. Clin. Nurs..

[5] Han X (2020). Mouse embryonic tooth germ dissection and ex vivo culture protocol. Bio-Protoc..

[6] Houghton PJ, Kurmasheva RT (2019). Challenges and opportunities for childhood cancer drug development. Pharmacol. Rev..

[7] Gebauer J (2018). Late effects following childhood cancer treatment: A special challenge for transition medicine. Internist (Berl).

[8] Siegel RL, Miller KD, Jemal A (2017). Cancer statistics, 2017. CA Cancer J. Clin..

[9] Malard F, Mohty M (2020). Acute lymphoblastic leukaemia. Lancet.

[10] Malhotra V, Perry MC (2003). Classical chemotherapy: Mechanisms, toxicities and the therapeutic window. Cancer Biol. Ther..

[11] de Jonge ME, Huitema AD, Rodenhuis S, Beijnen JH (2005). Clinical pharmacokinetics of cyclophosphamide. Clin. Pharmacokinet..

[12] Homan ER, Zendzian RP, Busey WM, Rall DP (1969). Loss of hair in experimental animals induced by cyclophosphamide 19. Nature.

[13] Paus R, Haslam IS, Sharov AA, Botchkarev VA (2013). Pathobiology of chemotherapy-induced hair loss. Lancet Oncol..

[14] van Oort S, Kramer E, de Groot JW, Visser O (2018). Taste alterations and cancer treatment. Curr. Opin. Support Palliat. Care.

[15] Delay ER (2019). Cyclophosphamide and the taste system: Effects of dose fractionation and amifostine on taste cell renewal. PLoS One.

[16] Mukherjee N, Pal Choudhuri S, Delay RJ, Delay ER (2017). Cellular mechanisms of cyclophosphamide-induced taste loss in mice. PLoS One.

[17] Nemeth O (2014). Late effects of multiagent chemotherapy on salivary secretion in children cancer survivors. J. Am. Coll. Nutr..

[18] Goho C (1993). Chemoradiation therapy: Effect on dental development. Pediatr. Dent..

[19] Krasuska-Sławińska E, Brożyna A, Dembowska-Bagińska B, Olczak-Kowalczyk D (2016). Antineoplastic chemotherapy and congenital tooth abnormalities in children and adolescents. Contemp. Oncol. (Pozn.).

[20] Balic A, Thesleff I (2015). Tissue interactions regulating tooth development and renewal. Curr. Top. Dev. Biol..

[21] Ishikawa Y, Ida-Yonemochi H, Nakakura-Ohshima K, Ohshima H (2012). The relationship between cell proliferation and differentiation and mapping of putative dental pulp stem/progenitor cells during mouse molar development by chasing BrdU-labeling. Cell Tissue Res..

[22] Nakasone N, Yoshie H, Ohshima H (2006). The relationship between the termination of cell proliferation and expression of heat-shock protein-25 in the rat developing tooth germ. Eur. J. Oral Sci..

[23] Kang CM (2018). Clinical risk factors influencing dental developmental disturbances in childhood cancer survivors. Cancer Res. Treat..

[24] Riley P, McCabe MG, Glenny AM (2016). Oral cryotherapy for preventing oral mucositis in patients receiving cancer treatment. JAMA Oncol..

[25] Peyton L, Fischer-Cartlidge E (2019). Extremity cooling: A synthesis of cryotherapy interventions to reduce peripheral neuropathy and nail changes from taxane-based chemotherapy. Clin. J. Oncol. Nurs..

[26] Cascinu S, Fedeli A, Fedeli SL, Catalano G (1994). Oral cooling (cryotherapy), an effective treatment for the prevention of 5-fluorouracil-induced stomatitis. Eur. J. Cancer B Oral Oncol..

[27] Osaki A (2020). Drinking ice-cold water reduces the severity of anticancer drug-induced taste dysfunction in mice. Int. J. Mol. Sci..

[28] He B (2019). Identification of the novel tooth-specific transcription factor AmeloD. J. Dent. Res..

[29] Han X (2018). The transcription factor NKX2-3 mediates p21 expression and ectodysplasin-A signaling in the enamel knot for cusp formation in tooth development. J. Biol. Chem..

[30] Yoshizaki K, Fukumoto S, Bikle DD, Oda Y (2020). Transcriptional regulation of dental epithelial cell fate. Int. J. Mol. Sci..

[31] Huang F (2015). Expression profile of critical genes involved in FGF signaling pathway in the developing human primary dentition. Histochem. Cell Biol..

[32] Zhang Y (2000). A new function of BMP4: Dual role for BMP4 in regulation of Sonic hedgehog expression in the mouse tooth germ. Development.

[33] Boddy AV, Yule SM (2000). Metabolism and pharmacokinetics of oxazaphosphorines. Clin. Pharmacokinet..

[34] Effinger KE (2014). Oral and dental late effects in survivors of childhood cancer: A Children's Oncology Group report. Support Care Cancer.

[35] Ramirez DA, Collins KP, Aradi AE, Conger KA, Gustafson DL (2019). Kinetics of cyclophosphamide metabolism in humans, dogs, cats, and mice and relationship to cytotoxic activity and pharmacokinetics. Drug Metab. Dispos..

[36] Kuo LJ, Yang LX (2008). Gamma-H2AX—a novel biomarker for DNA double-strand breaks. In Vivo.

[37] Chen Q (2021). Epigallocatechin gallate and theaflavins independently alleviate cyclophosphamide-induced ovarian damage by inhibiting the overactivation of primordial follicles and follicular atresia. Phytomedicine.

[38] Zhang Q, Austin RH (2012). Applications of microfluidics in stem cell biology. BioNanoScience.

[39] Mäki AJ (2018). A portable microscale cell culture system with indirect temperature control. SLAS Technol..

[40] Nelson RJ, Kruuv J (1972). Survival of synchronized mammalian cells following exposure to cold. Exp. Cell Res..

[41] Shapiro IM, Lubennikova EI (1968). Population kinetics of cells in tissue culture incubated at low temperature. Exp. Cell Res..

[42] Giacinti C, Giordano A (2006). RB and cell cycle progression. Oncogene.

[43] Liu R (2020). Melphalan induces cardiotoxicity through oxidative stress in cardiomyocytes derived from human induced pluripotent stem cells. Stem Cell Res. Ther..

[44] Gajek A (2020). Chemical modification of melphalan as a key to improving treatment of haematological malignancies. Sci. Rep..

[45] Strauss G (2008). 4-hydroperoxy-cyclophosphamide mediates caspase-independent T-cell apoptosis involving oxidative stress-induced nuclear relocation of mitochondrial apoptogenic factors AIF and EndoG. Cell Death Differ..

[46] Arai C (2017). Nephronectin plays critical roles in Sox2 expression and proliferation in dental epithelial stem cells via EGF-like repeat domains. Sci. Rep..

[47] Yoshizaki K (2017). Mediator 1 contributes to enamel mineralization as a coactivator for Notch1 signaling and stimulates transcription of the alkaline phosphatase gene. J. Biol. Chem..

[48] Funada K (2020). microRNA-875-5p plays critical role for mesenchymal condensation in epithelial-mesenchymal interaction during tooth development. Sci. Rep..

# Supplementary material for: An ex vivo organ culture screening model revealed that low temperature conditions prevent side effects of anticancer drugs
**Source:** Sci Rep. 2022 Feb 23;12:3093. doi: 10.1038/s41598-022-06945-7
**Supplement:** Supplementary file 1 — Supplementary Information.

An ex vivo organ culture screening model revealed that low temperature conditions prevent side effects of anticancer drugs

Tian Tian, Kanako Miyazaki, Yuta Chiba, Keita Funada, Tomomi Yuta, Kanji Mizuta, Yao Fu, Jumpei Kawahara, Xue Han, Yuna Ando, Ami Funada, Aya Yamada, Tsutomu Iwamoto, Seiji Nakamura, Ichiro Takahashi, Satoshi Fukumoto, Keigo Yoshizaki

Supplementary Figure 1. Morphogenesis of tooth germs supplemented with CPA.

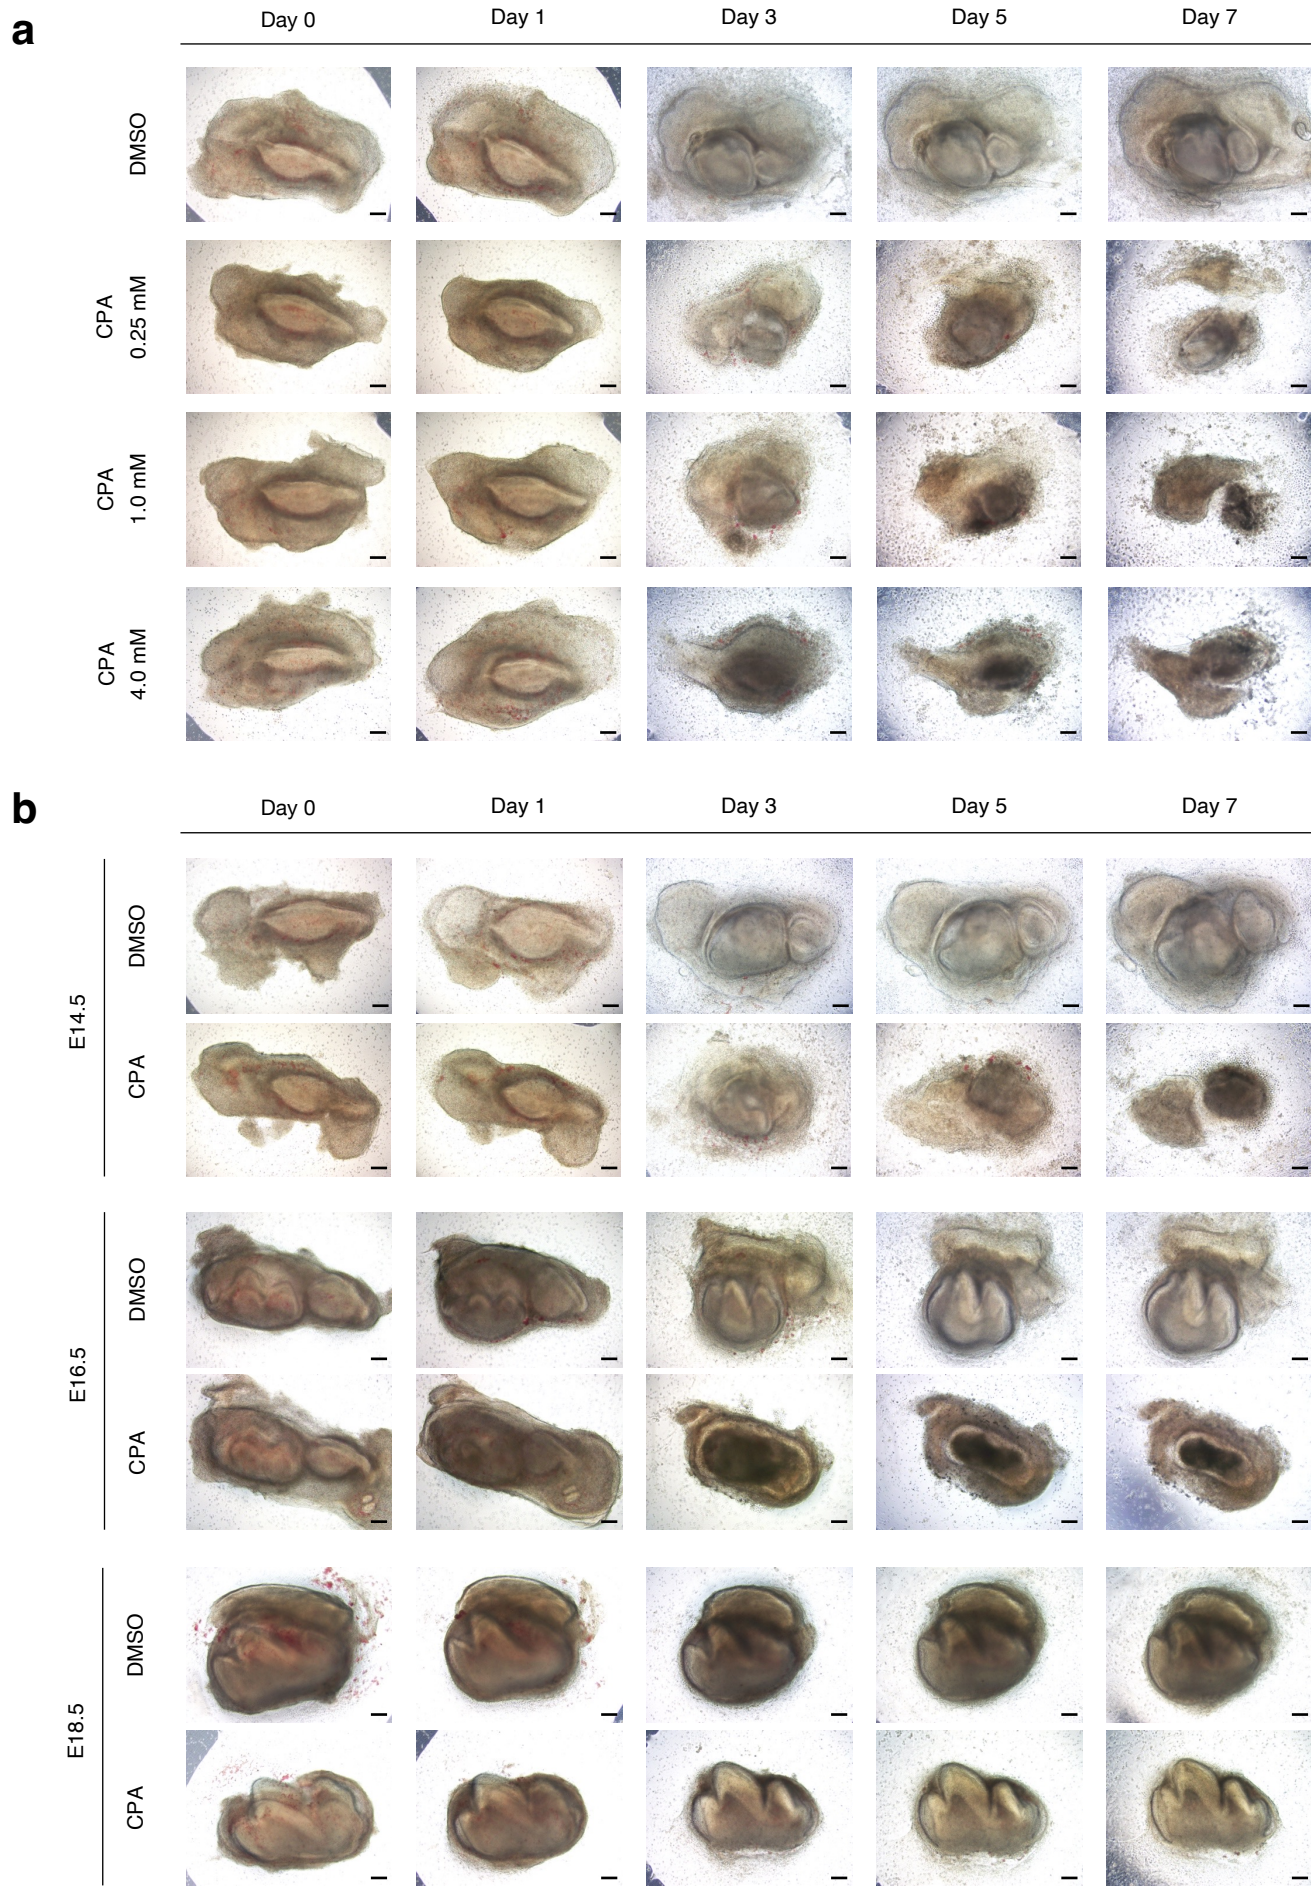

(a) Morphology of E14.5 tooth germs cultured for 0, 1, 3, 5 and 7-day in organ culture system, treated with DMSO or CPA (0.25 mM, 1.0 mM, 4.0 mM) (n = 10).
(b) Morphology of different developmental stage of tooth germs cultured for 0, 1, 3, 5 and 7-day in organ culture system, treated with DMSO or 0.25 mM of CPA (n = 8).
Scale bars, 200 μ m.

Supplementary Figure 2. The expression of CK14 and vimentin in CPA-treated tooth germs.

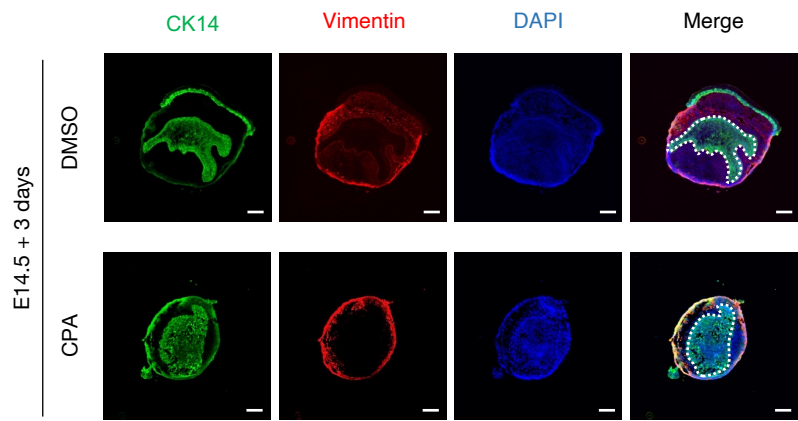

Immunofluorescence of CK14 (green) and Vimentin (red) in the section of E14.5 tooth germs cultured for three-day treated with DMSO or 0.25 mM of CPA. Nuclei were stained with DAPI (blue). Scale bars, 200 μ m.

Supplementary Figure 3. The damaged tooth germs by CPA cannot be rescued by the addition of growth factors.

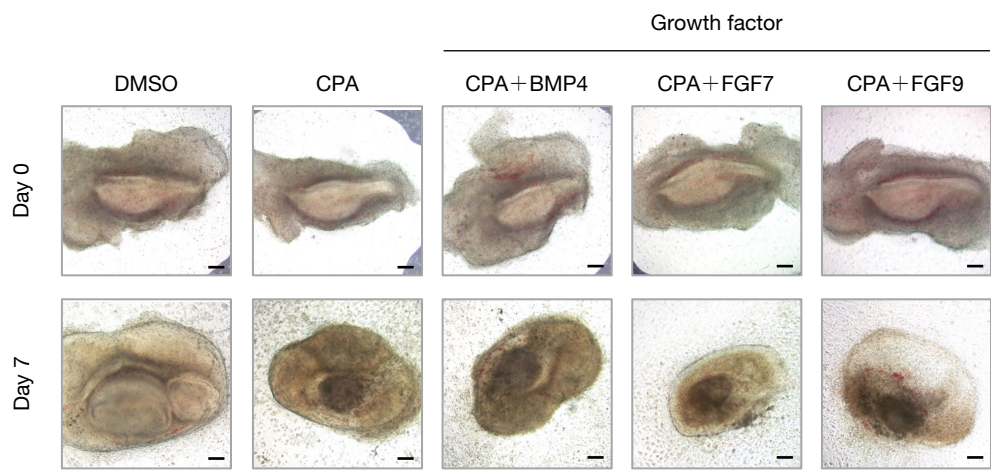

Morphology of E14.5 tooth germs cultured for seven-day treated with DMSO, 0.25 mM of CPA, or 0.25 mM of CPA with growth factor (BMP4, FGF7, FGF9) (n = 8). Scale bars, 200 μ m.

Supplementary Figure 4. Low-temperature culture method decreases the 4-hydroxycyclophosphamide (4-HC)-mediated damage on the growth of culture organs.

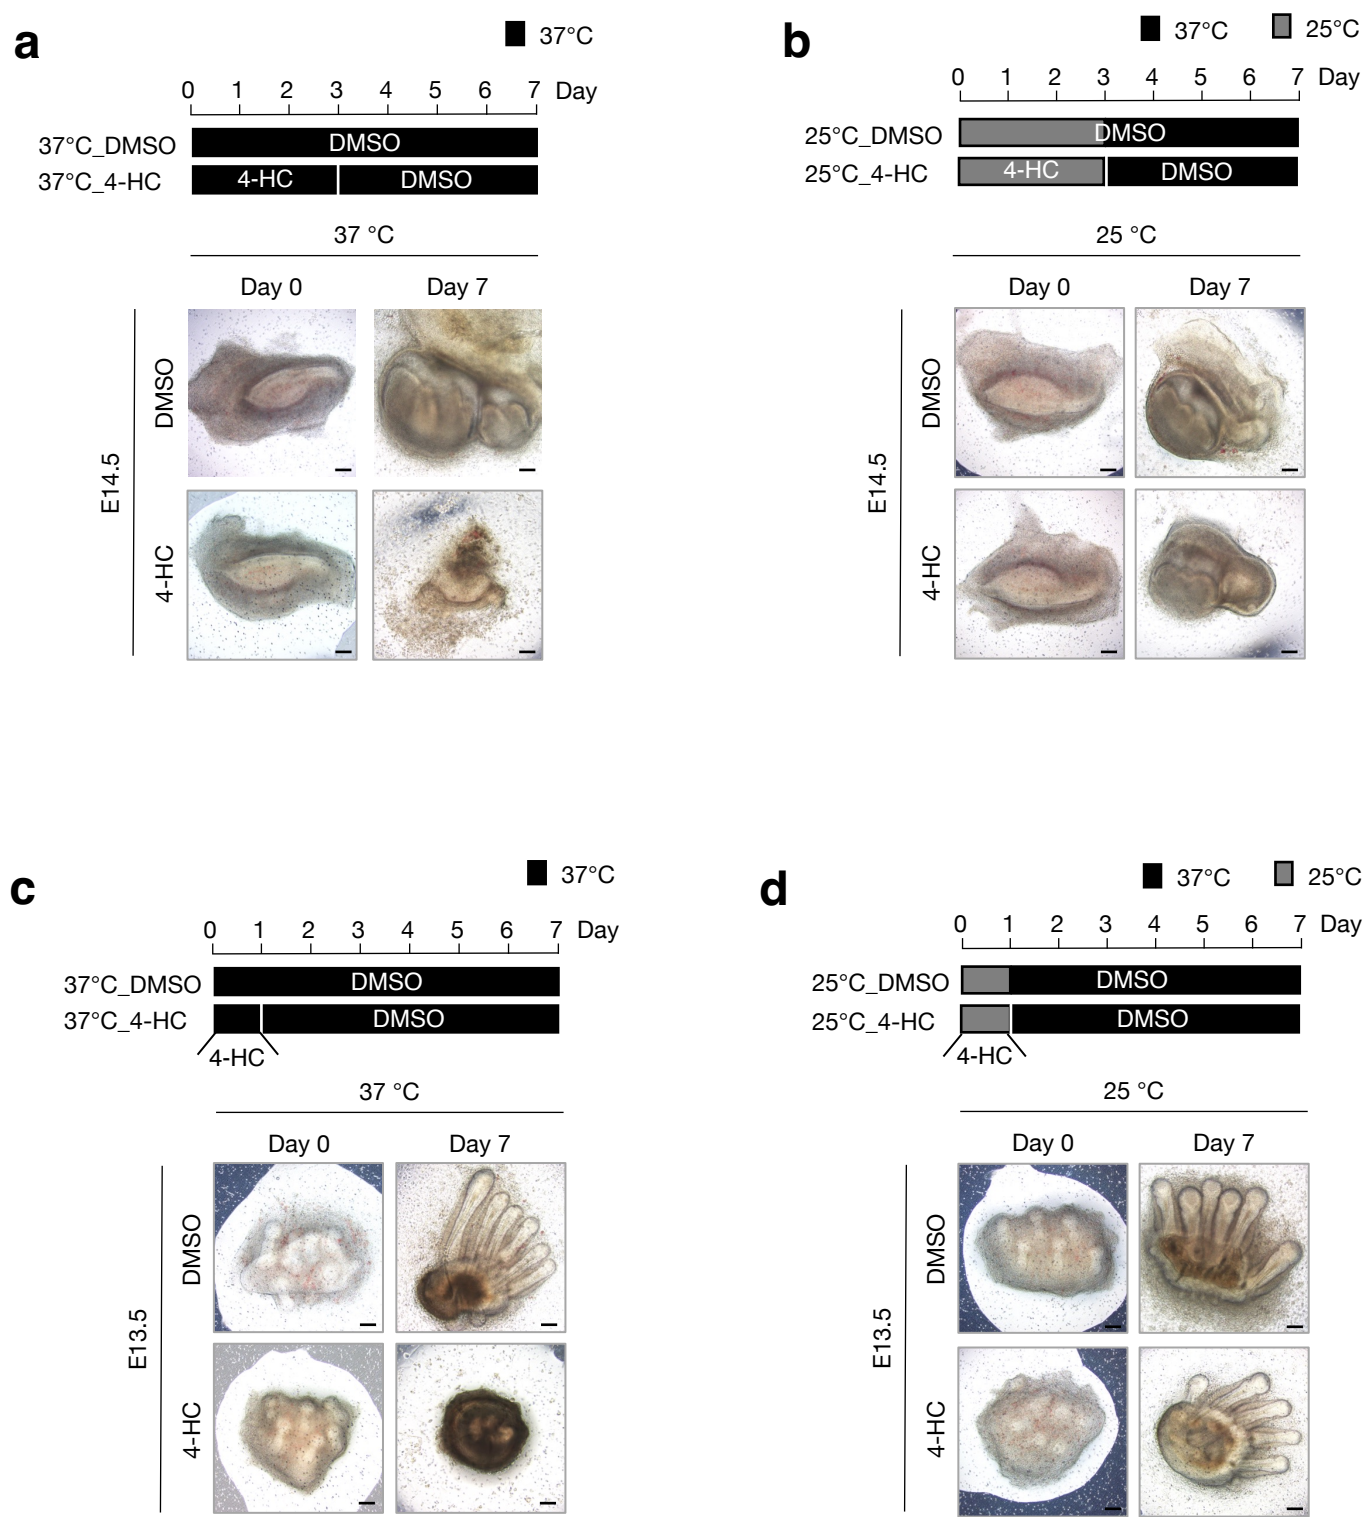

(a) Morphology of tooth germs in a conventional method of organ culture. In the first three days, tooth germs were treated with DMSO or 1μM of 4-HC (Toronto Research Chemicals, Inc.), then the culturing medium was replaced to that of without 4-HC for additional four days. The temperature was maintained at 37°C throughout incubation of tooth germs.

(b) Morphology of tooth germs in a low-temperature culture method of organ culture. Tooth germs were treated with DMSO or 1μM of 4-HC at 25°C in the first three days, then the culturing medium was replaced to that of without 4-HC for additional four days at 37°C.

(c) Organ cultured E13.5 hair tissues for 7 days with normal method.

(d) E13.5 hair tissues were organ cultured for 7 days with low-temperature method.

Scale bars, 200 μm.

Supplementary Figure 5. Low-temperature culture method decreases the melphalan-mediated damage on the growth of culture organs.

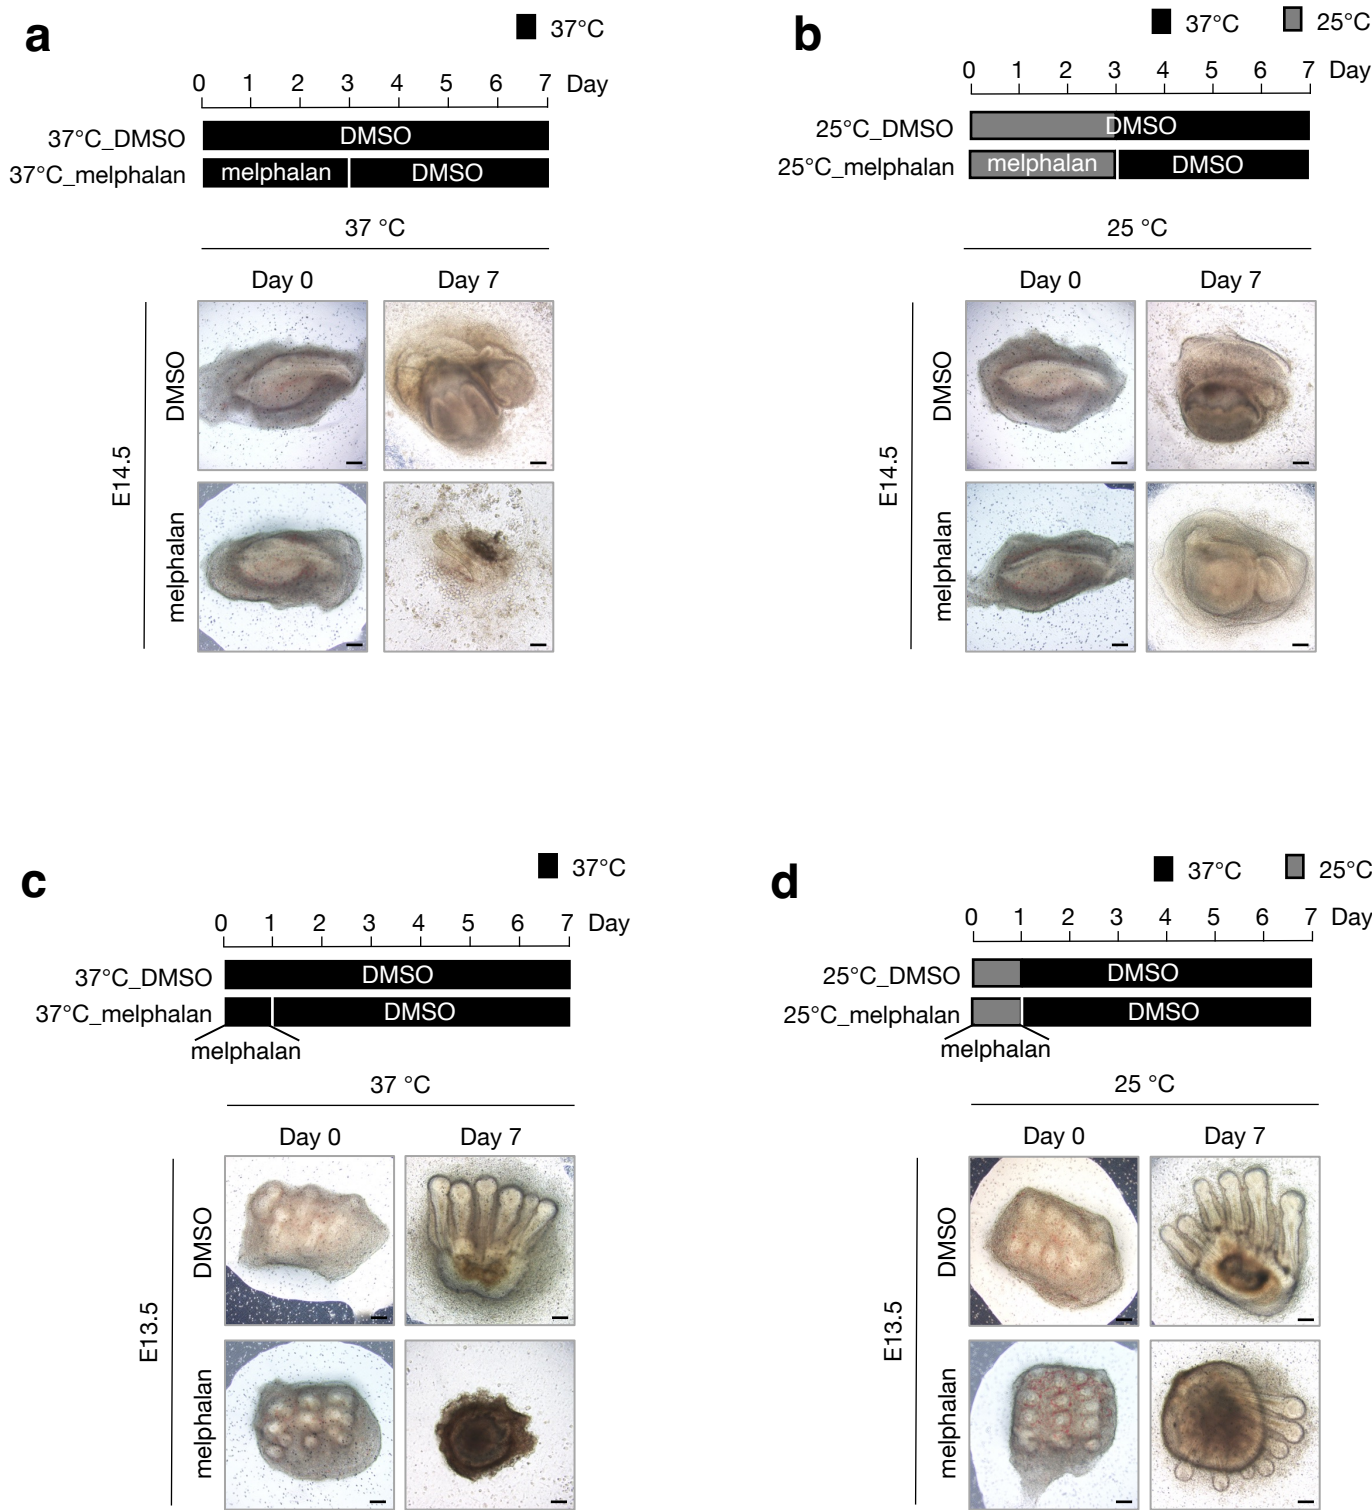

(a) Morphology of tooth germs in a conventional method of organ culture. In the first three days, tooth germs were treated with DMSO or 10 μ M of melphalan (Sigma. St. Louis, MS, USA), then the culturing medium was replaced to that of without melphalan for additional four days. The temperature was maintained at 37°C throughout incubation of tooth germs.

(b) Morphology of tooth germs in a low-temperature culture method of organ culture. Tooth germs were treated with DMSO or 10 μ M of melphalan at 25°C in the first three days, then the culturing medium was replaced to that of without melphalan for additional four days at 37°C.

(c) Organ cultured E13.5 hair tissues for 7 days with normal method.

(d) E13.5 hair tissues were organ cultured for 7 days with low-temperature method.

Scale bars, 200 μ m.

Supplementary Figure 6. The uncropped blots presented in Fig. 7.

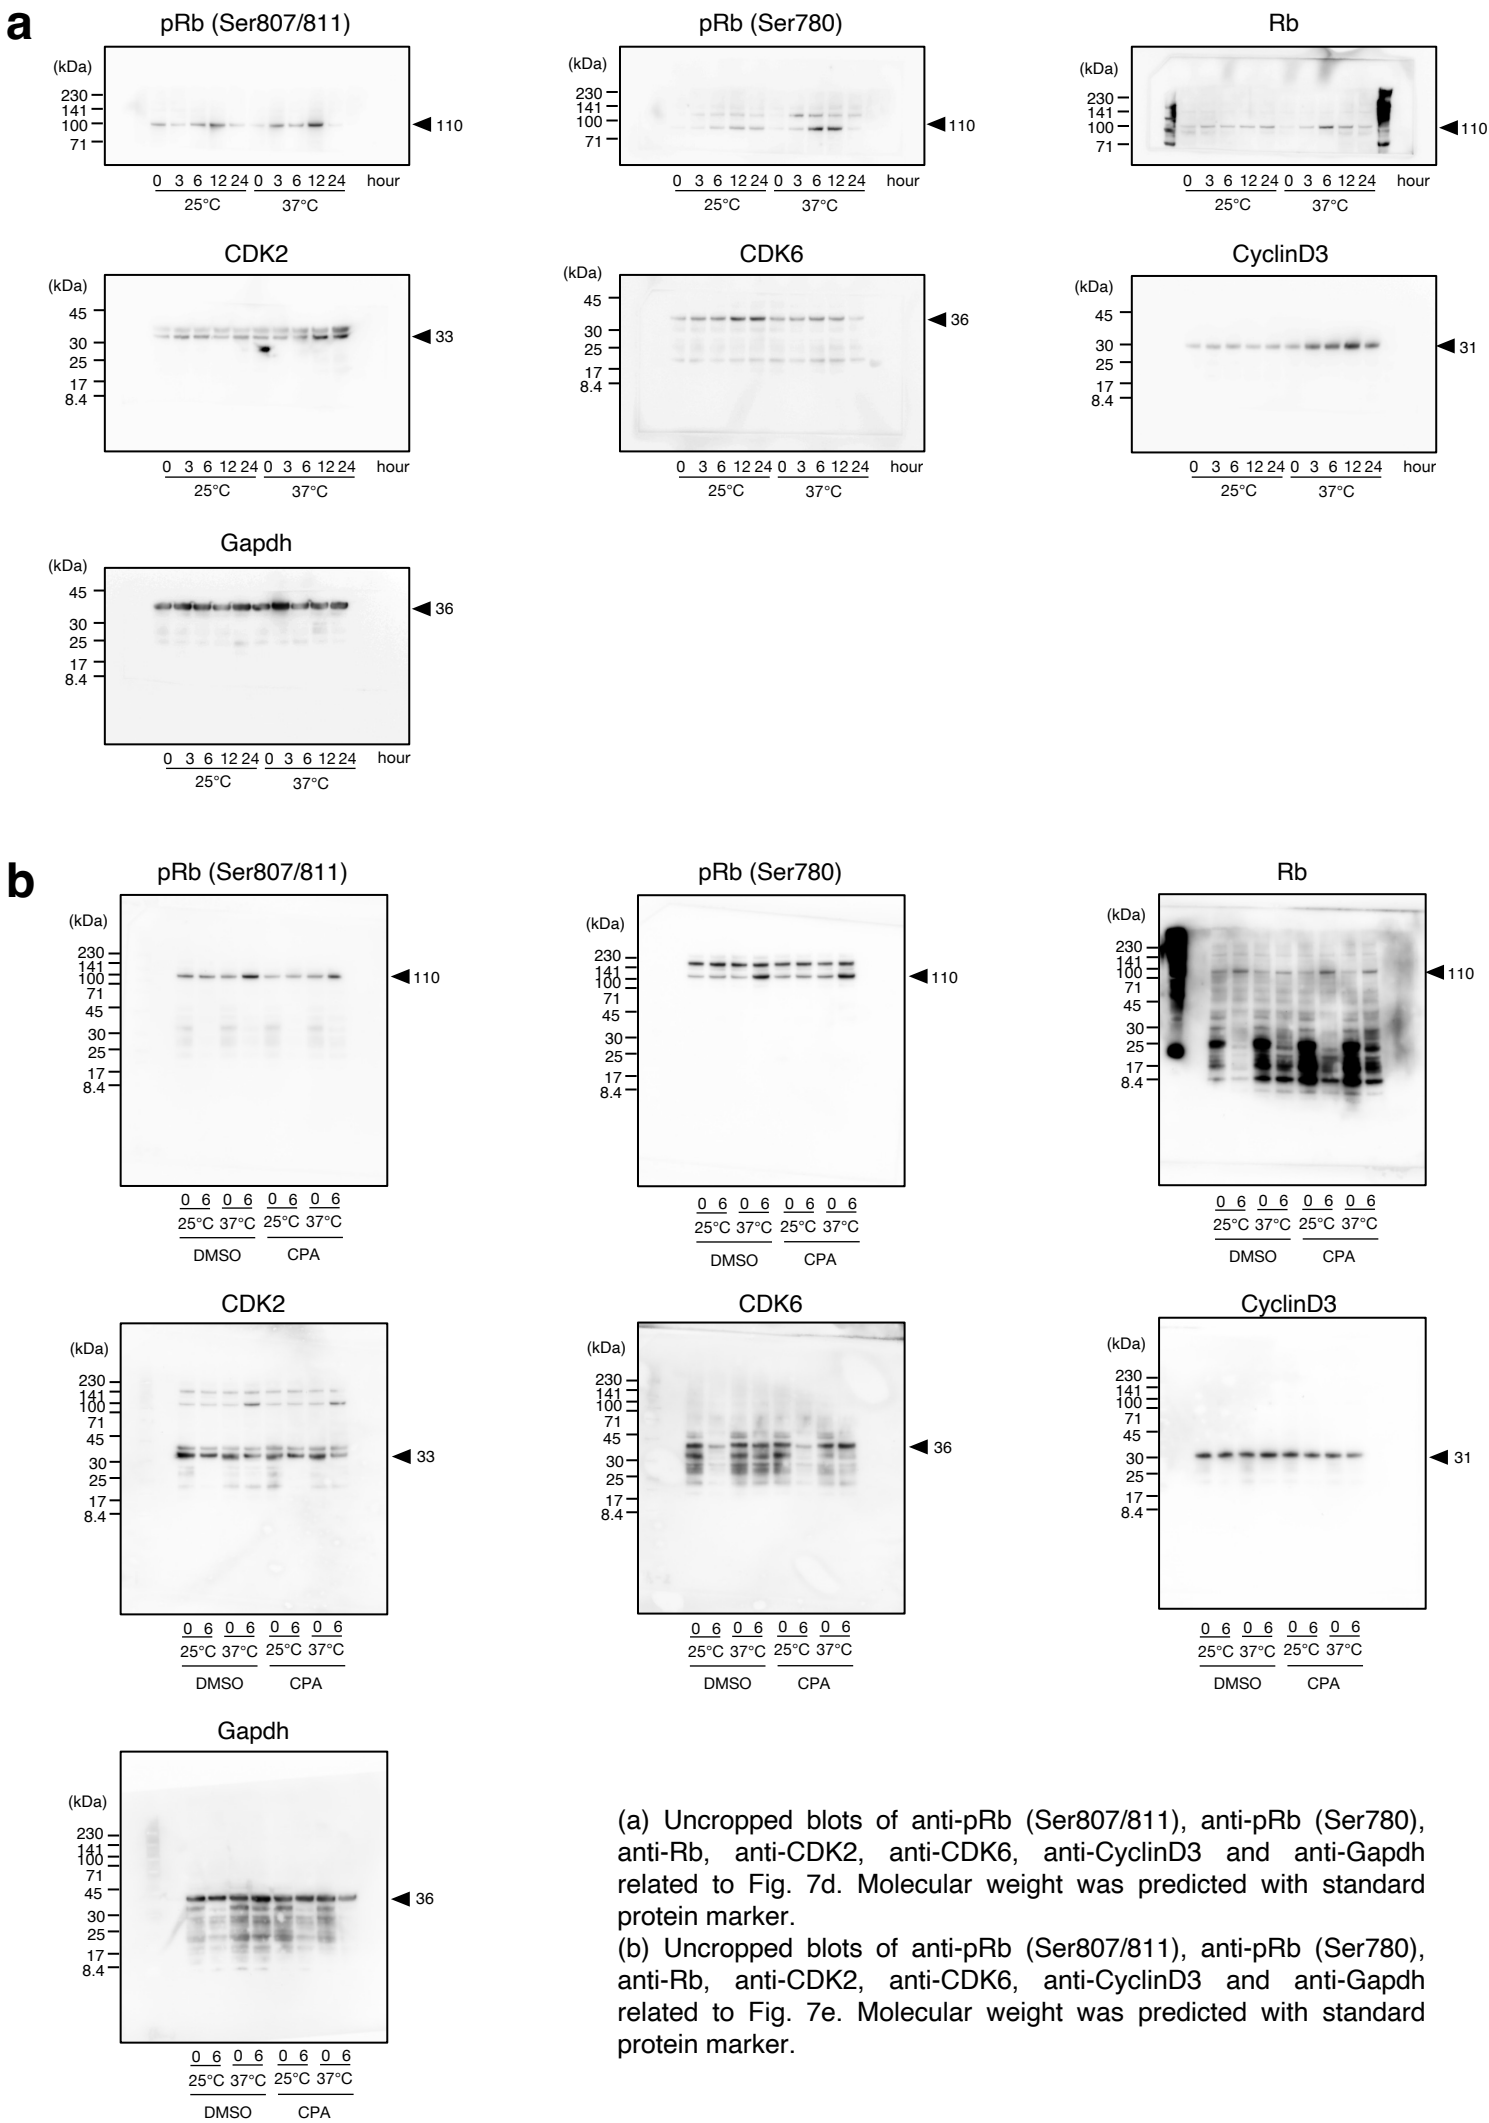

Supplementary Table 1. Full-list of gene ontology term related to Fig. 7b.

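Table S1 gives the gene ontology terms enriched among the genes higher in 37°C_CPA and the genes of each term that were on that list. The printed symbols Cng1, lqgap3 and Klf11 were read as Ccng1, Iqgap3 and Kif11. With this reading its 14 terms hold 41 distinct genes. All 41 are in Table S4, so they were chosen on these libraries and are not independent evidence of a direction. With TMM normalization 40 of the 41 were at least 2-fold higher with CPA at 37 °C and 0 were lower (median log2 fold 1.60). The exception was Kif11, a kinesin of the mitotic spindle, whose fold was just under 2 and not called. Of the 37 measured with CPA at 25 °C, 0 were called (median -0.02), and of the 38 measured between 25°C_DMSO and 37°C_DMSO, 0 were called (median -0.17).
The term cell division holds 14 genes, of which 13 were higher (median 1.62). In the term for the p53 class mediator of intrinsic apoptosis, all 4 genes were higher (median 1.75): Eda2r, E2f2, Bbc3 and Aen. Of the 4 genes of the mitotic DNA damage checkpoint, Ccng1, a cyclin G1 gene induced by p53, rose 5.02-fold (95% interval 4.70 to 5.37), and Pidd1, a death-domain protein, rose 4.78-fold (95% interval 3.69 to 6.27). Fancd2, which is ubiquitinated at stalled forks, rose 3.01-fold (95% interval 2.41 to 3.80), and Eme1, a subunit of a structure-specific nuclease, rose 2.36-fold (95% interval 1.87 to 2.99). The 7 genes of DNA replication (median 1.69) and the 5 of recombinational repair of double-strand breaks (median 1.52) were all higher, and 4 and 3 of them where the interval must lie beyond 2-fold.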

GO biological process	list of genes										
regulation of double-strand break repair via homologous recombination	Tex15	Rad51ap1	Zfp365	Rad51							
intrinsic apoptotic signaling pathway by p53 class mediator	Bbc3	Eda2r	E2f2	Aen							
mitotic DNA damage checkpoint	Fancd2	Eme1	Cng1	Pidd1							
negative regulation of G1/S transition of mitotic cell cycle	E2f7	Plk5	Pidd1	Haspin							
mitotic sister chromatid segregation	Ncapg	Kif18b	Espl1	Spag5	Cdca5	Psrc1	Haspin				
signal transduction in response to DNA damage	E2f7	Sesn2	Brca1	Pidd1							
meiosis I	Fancd2	Tex15	Espl1	Ccne2	Eme1	Mybl1	Rad51				
double-strand break repair via homologous recombination	Rad51ap1	Brca1	Aunip	Cdc45	Rad51						
meiotic chromosome segregation	Fancd2	Tex15	Espl1	Ccne2	Eme1						
DNA replication	Rrm2	Polk	Ccne2	Eme1	Fam111a	Cdc45	Rad51				
spindle organization	Espl1	Kifc1	Kifc5b	Spag5	Aunip	Klf11					
mitotic cell cycle phase transition	Tcf19	E2f7	Ube2c	Ccne2	Cng1	lqgap3					
cell division	Plk5	Kif18b	Ube2c	Ccne2	Kntc1	Spag5	Cdca5	Ercc6l	Zwilch	Zfp365	
	Ckap2	Cng1	Psrc1	Kif11							
positive regulation of cell cycle process	E2f7	Ube2c	Brca1	Spag5	Cdca5	Pidd1	Psrc1	Fosl1			

Supplementary Table 2. Antibodies used in this study.

Antibody	Purpose	Dilution	Provider
Anti-Ki67	Whole-mount immunostaining	1:100	Cell Signaling Technology, Danvers, MS, USA
Anti-Perlecan	Whole-mount immunostaining	1:100	Invitrogen, Waltham, MS, USA
Alexa 488 or Alexa 594 fluorescent dye	Whole-mount immunostaining	1:250	Life Technologies, Waltham, MS, USA
Anti-Ki67	Immunostaining	1:500	Cell Signaling Technology, Danvers, MS, USA
Anti-Perlecan	Immunostaining	1:500	Invitrogen, Waltham, MS, USA
Anti-p21	Immunostaining	1:500	abcam, Cambridge, UK
Anti-γ-H2AX	Immunostaining	1:500	Cell Signaling Technology, Danvers, MS, USA
Anti-Keratin 14	Immunostaining	1:500	Covance, Princeton, NJ, USA
Anti-Vimentin	Immunostaining	1:500	Santa Cruz, Dallas, TX, USA
Alexa 488 or Alexa 594 fluorescent dye	Immunostaining	1:500	Life Technologies, Waltham, MS, USA
Anti-pRb(Ser807/811)	Western blotting	1:500	Cell Signaling Technology, Danvers, MS, USA
Anti-pRb(Ser780)	Western blotting	1:500	Cell Signaling Technology, Danvers, MS, USA
Anti-Rb	Western blotting	1:500	Cell Signaling Technology, Danvers, MS, USA
Anti-CDK2	Western blotting	1:500	Cell Signaling Technology, Danvers, MS, USA
Anti-CDK6	Western blotting	1:500	Cell Signaling Technology, Danvers, MS, USA
Anti-CyclinD3	Western blotting	1:500	Cell Signaling Technology, Danvers, MS, USA
Anti-GAPDH	Western blotting	1:500	Cell Signaling Technology, Danvers, MS, USA
Horseradish peroxidase-conjugated secondary antibody	Western blotting	1:1000	Cell Signaling Technology, Danvers, MS, USA

Supplementary Table 3. Primer sequences used in this study.

Gene	Forward	Reverse
<i>Amelogenin</i>	5'-ctgtctcaacagcatccc -3'	5'-caggaactggcatcattg-3'
<i>Ameloblastin (Ambn)</i>	5'-acaacgcatggcgtttcaa-3'	5'-accttcactgcggaaggata-3'
<i>AmeloD</i>	5'-actacgacgcctacactggg-3'	5'-atgaaggcaggctcgaacgg-3'
<i>Nkx2-3</i>	5'-tggccctgatgatgttacca-3'	5'-ggaaaactgcgtccctcag-3'
<i>p21</i>	5'-tcccgactcttgacattgct-3'	5'-tccaaaatagaggggcagct-3'
glyceraldehyde 3-phosphate dehydrogenase (<i>Gapdh</i>)	5'-ggagcgagaccccaactac-3'	5'-ctcgtggttcacacccatcac-3'

Supplementary Table 4. Full-list of genes upregulated in 37°C_CPA.

	

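Table S4 lists 121 genes with their raw signals, and every one was found in the deposited counts. For 109 rows the symbol and all 4 values matched, for 11 rows the printed symbol matched no gene and the 4 values identified it, and for 1 row the symbol matched but 1 value did not. The printed fold changes equal the ratios of the deposited counts without scaling, to 1 decimal, for all 119 genes at 37 °C and all 118 at 25 °C that have counts above 0 in the DMSO library, and are printed as 0 for the 2 and 3 genes that have none. After TMM normalization 120 of the 121 genes were at least 2-fold higher in 37°C_CPA (median log2 fold 1.72). The gene left out was Kif11. Without scaling 115 of the 121 genes were called higher. Some rows have counts identical to another gene's, and with such genes taken once 113 were called higher. Of the 82 with at least 50 counts in either 25 °C library, 0 were higher with CPA at 25 °C and 1 was lower (median 0.02, quartiles -0.14 and 0.15). The 1 lower gene was Gm10221, which went from 21 counts to 271 at 37 °C and from 50 counts to 2 at 25 °C.
Among the largest folds of the table were Ano3, a member of the anoctamin family, at 57.9-fold (95% interval 22.3 to 215), and Acaa1b, a peroxisomal thiolase, at 14.1-fold (95% interval 11.2 to 18.0). Nkx2-9, a homeobox gene, and Svop, a synaptic vesicle protein, had 0 counts in 37°C_DMSO. By the floor of 3 counts, without counting error, they were at least 20.9-fold higher and at least 22.7-fold higher. Ddias, an inhibitor of apoptosis after DNA damage, rose 7.37-fold (95% interval 6.14 to 8.90), and Celf5, an RNA-binding protein, rose 6.93-fold (95% interval 5.17 to 9.44). Between 25°C_DMSO and 37°C_DMSO, 88 of the Table S4 genes were measured, 5 were higher, 2 were lower, and the median log2 fold was -0.13. A further 200 genes outside the table were called higher in 37°C_CPA.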

25 DMSO	25 CPA		37 DMSO	37 CPA	
Gene	raw signal	raw signal	FC	raw signal	raw signal	FC
Tcf19	181	183	1.0	227	502	2.2
H2-Eb1	7	1	0.1	13	82	6.3
Eda2r	60	55	0.9	64	442	6.9
Spag5	49	45	0.9	69	158	2.3
Rhbdl2	44	47	1.1	62	140	2.3
Adrb2	31	42	1.4	53	122	2.3
Melk	181	172	1.0	241	480	2.0
Erme1	66	74	1.1	108	235	2.2
Gm13067	52	50	1.0	38	319	8.4
Cdc42bpg	128	167	1.3	205	545	2.7
Inka2	44	40	0.9	79	428	5.4
Hrob	69	57	0.8	90	192	2.1
Gm25791	10	2	0.2	37	79	2.1
9230114K14Rik	52	66	1.3	48	189	3.9
Fam124a	81	90	1.1	35	171	4.9
Cox6b2	133	150	1.1	226	1059	4.7
Kif18b	241	242	1.0	271	684	2.5
Gm23935	2985	3170	1.1	2746	8958	3.3
Sfn9	106	110	1.0	110	284	2.6
Ncapg	388	420	1.1	545	1177	2.2
Pidd1	85	105	1.2	72	318	4.4
Kntc1	106	119	1.1	141	396	2.8
Bbc3	158	125	0.8	185	410	2.2
Ano3	14	10	0.7	4	214	53.5
Slc19a2	334	360	1.1	283	1012	3.6
Trp53inp1	227	243	1.1	209	1063	5.1
Kif11	380	352	0.9	569	1050	1.8
Ephx1	102	88	0.9	198	1029	5.2
Gm22579	10	2	0.2	37	79	2.1
Dglucy	78	70	0.9	85	353	4.2
1500009L16Rik	162	150	0.8	286	683	2.4
Mns1	35	30	0.9	35	92	2.6
Ccne2	477	428	0.9	550	1635	3.0
Nell3	185	212	1.1	233	580	2.5
Ercbll	110	133	1.2	154	342	2.2
Gm27032	0	1	0.0	35	163	4.7
Zfp365	105	139	1.3	65	284	4.4
Kifc5b	100	105	1.1	93	295	3.2
2310008N11Rik	22	15	0.7	9	110	12.2
Mir124a-3	0	1	0.0	35	163	4.7
Btg2	431	528	1.2	795	1967	2.5
1700007K13Rik	61	76	1.2	84	532	6.3
Iggap3	74	72	1.0	115	224	1.9
Fancd2	83	90	1.1	106	295	2.8
Slc2a9	88	98	1.1	71	214	3.0
Tex15	21	19	0.9	43	159	3.7
Exo1	152	144	0.9	126	388	3.1
Rrm2	455	454	1.0	430	1332	3.1
Gtse1	198	229	1.2	385	1302	3.4
Abcb1b	17	20	1.2	29	370	12.8
Kifc1	204	247	1.2	303	757	2.5
Brca1	173	222	1.3	203	571	2.8
Gm22620	10	2	0.2	37	79	2.1
Gm17511	3276	4628	1.4	120	5326	44.4
Bard1	205	193	0.9	257	590	2.3
Gm3776	7	4	0.6	14	103	7.4
Tnfrsf10b	301	302	1.0	277	758	2.7
Polk	224	190	0.8	338	1034	3.1
Rnf169	27	38	1.4	29	100	3.4
E2f2	35	42	1.2	44	140	3.2
Gipc2	20	8	0.4	8	90	11.3
Mfr2	100	125	1.3	95	262	2.8
Rad51	539	588	1.1	502	1525	3.0
Sesn2	286	283	1.0	312	968	3.1
Ddias	219	213	1.0	134	912	6.8
Fanci	53	65	1.2	85	224	2.6
Plk5	4	8	2.0	18	311	17.3
Ube2c	1315	1344	1.0	2086	4095	2.0
Fosl1	57	65	1.1	85	183	2.2
Tubb4b	1678	1727	1.0	2229	5256	2.4
Esco2	254	233	0.9	361	824	2.3
Gm10073	112	156	1.4	4	223	55.8
Psrc1	228	210	0.9	348	1332	3.8
Ckap2	345	375	1.1	360	1030	2.9
Gm12981	286	283	1.0	312	968	3.1
Cenpi	76	95	1.3	71	197	2.8
Arntl2	5	14	2.8	46	213	4.6
Cdca5	156	156	1.0	214	428	2.0
Cmpk2	20	26	1.3	42	85	2.0
Gm49349	10	2	0.2	37	79	2.1
Cellf5	20	30	1.5	53	339	6.4
Acaa1b	120	132	1.1	79	1030	13.0
Ccng1	1213	1222	1.0	1052	4878	4.6
Steap1	20	11	0.6	36	76	2.1
Haspin	55	50	0.9	53	154	2.9
Fam111a	151	185	1.2	252	503	2.0
Ankle1	63	69	1.1	105	231	2.2
Tnmf	8	1	0.1	26	176	6.8
Dcxr	225	229	1.0	105	780	7.4
Aunlp	70	44	0.6	95	251	2.6
Cdc45	362	302	0.8	522	994	1.9
Scn1b	13	11	0.8	27	75	2.8
Gm10221	50	2	0.0	21	271	12.9
Kif15	213	175	0.8	296	824	2.8
Capsl	15	9	0.6	30	91	3.0
Gm5424	231	207	0.9	323	791	2.4
Nkx2-9	0	2	0.0	0	58	0.0
Tnfrsf18	25	38	1.5	51	243	4.8
A930001C03Rik	32	30	0.9	24	186	7.8
Ass1	32	32	1.0	39	121	3.1
Rad51ap1	113	148	1.3	191	398	2.1
Shcbp1	127	139	1.1	201	429	2.1
Mgmt	268	206	0.8	156	506	3.2
Aen	727	787	1.1	665	2011	3.0
Rpm	49	43	0.9	29	105	3.6
Hmgcll1	30	52	1.7	74	192	2.6
Zwilch	152	122	0.8	100	316	3.2
Gm23455	10	2	0.2	37	79	2.1
Exoc4	322	331	1.0	372	1131	3.0
Zmat3	300	256	0.9	279	1030	3.7
Fbxo48	42	39	0.9	41	136	3.3
Svop	2	3	1.5	0	63	0.0
Lrr1	133	148	1.1	107	341	3.2
Mybl1	90	100	1.1	82	443	5.4
Ms4a10	14	10	0.7	3	122	40.7
Esp11	73	63	0.9	116	273	2.4
E2f7	169	163	1.0	259	552	2.1
Scn3b	37	36	1.0	15	89	5.9
Igsf9b	45	53	1.2	69	297	4.3
Gm24357	10	2	0.2	37	79	2.1
Eldr	112	117	1.0	157	348	2.2

How the deposited data were processed for this re-analysis (not part of the article)

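The data are counts from 4 CAGE libraries of cultured mouse tooth germs: 37°C_DMSO, 37°C_CPA, 25°C_DMSO and 25°C_CPA, with 1 library per condition. The authors isolated total RNA, the CAGE libraries were sequenced by a service provider, and the tags were aligned to mm9 and converted to transcription start sites with SAMtools of the MOIRAI pipeline. The submitters' processing notes name BWA 0.5.9, mm9 and GRCh38 without saying what each was used for. The gene annotation and the way tags were summed per gene are not given in the sources used here. The authors deposited whole-number counts per gene, not normalized, for 15887 genes. No gene had fewer than 5 counts in its highest library.

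The totals were 16449264, 15255885, 15101186 and 15297204 counts in the order above, the highest 1.09 times the lowest. The floor of 3 counts stands for 0.182, 0.197, 0.199 and 0.196 CPM in these libraries. From the deposited counts, TMM factors were computed over all 4 libraries with edgeR 4.0.16 in R 4.3.3 (1.03, 1.02, 0.967 and 0.980), and folds were taken as ratios of counts over total times factor. A gene was measured in a comparison if its higher library had at least 50 counts and called at a fold of 2 or more. The 3 comparisons were 37°C_CPA over 37°C_DMSO, 25°C_CPA over 25°C_DMSO and 25°C_DMSO over 37°C_DMSO. The 95% interval of a fold is exact for the binomial split of its 2 counts and covers counting error only, since molecules were not told apart by identifiers. A count of 0 was replaced by 3 counts, which makes the fold a lower bound by that floor alone, and its counting interval can reach below it. No fold is given where both libraries have 3 counts or fewer. No p-value was computed across genes, because each condition has 1 library and genes are not replicates. The percentiles of gene lists given below only rank medians within these libraries.

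Before the data were examined, 32 gene lists (646 distinct genes), the 14 lists of Table S1 and the list of genes that the paper names were fixed. For each list the number of measured members that were higher or lower and the median log2 fold were taken, with the percentile of the median among 10000 random lists of equal size matched on mean expression in 20 bins (seed 1). Where several rows carry a symbol, the row with the highest summed count was used. The named genes were, in each comparison, up to 10 of the highest and 10 of the lowest by the interval bound nearest to 1 among called genes with at least 200 counts in the higher library, leaving out predicted genes, microRNA genes and Riken clones, the genes that the paper names, up to 2 members with the highest and 2 with the lowest fold of each printed list, and the genes of Tables S1 and S4, whose printed values had been seen. Genes named outside this rule are marked as chosen after their values were seen. Amelogenin and AmeloD, 2 of the paper's markers, were not analysed here, and some single genes are not reported here.

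Libraries were clustered by average linkage on 1 minus Pearson's r of log2 of the normalized count plus 1. Positions are from GENCODE vM1 on mm9, matched by gene identifier, and 14333 of the 15887 identifiers matched. The calculations were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and SciPy 1.17.1. They were tested on simulated counts for 37°C_CPA over 37°C_DMSO over 13193 measured genes, drawn with counting error only. Called were 1 of 12993 unchanged genes, 1 of 50 genes raised or lowered 1.5-fold, and 50 of 50 at each of folds 3, 6 and 12. The interval held the true fold for 94.9% of all measured genes. The spread between libraries was left out, so these shares give no rate of false calls for the real libraries.

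The alternatives were no scaling, scaling to the total count, DESeq2 1.42.0 size factors, scaling to Gapdh, a minimum of 200 counts or none, 10 counts added to both libraries, genes with identical counts taken once, libraries thinned to the total of the shallowest, and a call that also needs its interval to lie beyond 2-fold. For the clustering they were Spearman's rho, Euclidean distance and a set of 2-fold genes.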

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

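The tests of explanations for the replication and mitosis genes, for the muscle, bone and macrophage markers and for the Y-linked genes were chosen only after the results were seen.

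The paper analyses the genes that were higher in 37°C_CPA. Its text and supplementary tables do not list the 212 genes that were at least 2-fold lower in 37°C_CPA than in 37°C_DMSO, or the 200 genes outside Table S4 that were at least 2-fold higher. They also do not list the 870 genes that were higher and the 1556 that were lower in 25°C_DMSO than in 37°C_DMSO. Which genes the heat map of Fig. 7a holds was not read here. Tslp, a cytokine of epithelial cells, and Gm10221 moved in opposite directions with CPA at the 2 temperatures, and were chosen after their values were seen. Tslp went from 708 counts to 289 at 37 °C and was 2.40-fold higher at 25 °C, from 24 counts to 59, and Gm10221 had a fold of 0.0390 at 25 °C. The difference between the temperatures was not tested for either gene, since each condition has 1 library.

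With CPA at 37 °C the 63 measured genes of DNA replication and of G2 and mitosis had a median log2 fold of 0.80. The choice among the scalings tried does not account for it, since the lowest median over the 4 other scalings was 0.69. A scaling moves all genes of a comparison alike, here from -0.11 without scaling to 0.04 with Gapdh, so a larger shift was not tried. The tables argue against a lower share of muscle, bone and macrophage cells raising all other cells alike, because the epithelium and dental mesenchyme genes had a median of -0.15 and an upper quartile of -0.02, while the lower quartile of the replication and mitosis genes was 0.61. An effect of CPA on these genes, or on how many cells are in S phase or mitosis, stays open as a hypothesis that was not tested, as does a difference between the tooth germs of the 2 libraries.

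The 37 measured muscle, bone and macrophage markers had a median log2 fold of -0.95 with CPA at 37 °C. The choice among the scalings tried does not account for it, since the highest median over the 4 other scalings was -0.91. They move all genes alike and by little, so a larger shift was not tried. A single lower share of muscle tissue stays open: the intervals of 7 of 12 muscle genes leave out the common ratio of 0.460, but they cover counting error only and leave out the spread between libraries. Different dissection cannot be told apart from CPA, because each condition has 1 library and the muscle list also differed by 0.40 between the 25 °C libraries, in the opposite direction. An effect of CPA on these cells stays open and was not tested.

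In 25°C_CPA the Y-linked genes Uty, Ddx3y, Eif2s3y and Kdm5d summed to 1433 counts, against 561 in 25°C_DMSO, a ratio of 2.49 (95% interval 2.26 to 2.75), while Xist, the RNA that silences an X chromosome in female cells, had a fold of 0.623. Kdm5d and Xist were chosen after their values were seen. The 25 °C values are consistent with a higher share of male embryos in 25°C_CPA, since the intervals of 0 of the 4 genes leave out the common ratio and Xist goes the other way. With CPA at 37 °C the sum had a ratio of 0.684 (95% interval 0.626 to 0.748) and Xist a fold of 1.81, and in 25°C_DMSO over 37°C_DMSO the sum had 0.510 and Xist 2.03, where 3 of the 4 genes leave out the common ratio. CPA raising Y-linked genes cannot be told apart from the share of male embryos, which can differ between the 37 °C libraries too, with 1 library per condition.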

How the results depend on the processing

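No paired analysis was possible because each condition has 1 library. Over the alternatives, 116 values of the 16 main counts were within 1.5 times the TMM count and 44 were not. Of single lists 2616 values were within it and 144 were not, and of single genes 3765 folds stayed within their counting interval and 423 did not. Without scaling more genes were lower than higher with CPA at 37 °C, and with Gapdh scaling more were higher than lower in 25°C_DMSO over 37°C_DMSO, both against the balance with TMM. With Gapdh scaling the median log2 fold of the G2 and mitosis list in the latter was 0.03, and with TMM -0.40. Other list medians nearer 0 also changed sign with the scaling. Gapdh has few counts, from 215 in 37°C_DMSO to 117 in 25°C_CPA. It belongs to the glycolysis and hypoxia list, of which 14 of 19 measured genes were lower in 25°C_DMSO than in 37°C_DMSO. The total count, DESeq2 size factors, genes with identical counts taken once and thinned libraries moved none of the main counts by more than 1.5 times. The number of counts limits the genes with few counts, and 50 counts or more in the higher library were needed for a call.

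The genes higher with CPA at 37 °C (320) were 206 with at least 200 counts, 577 with no minimum and 161 where the interval must lie beyond 2-fold. Those lower (212) were 331 without scaling, 65, 541 and 46 in the same order, and 127 with 10 counts added. At 25 °C the genes higher (18) were 52 with Gapdh scaling, 7 with at least 200 counts, 230 with no minimum, 11 with 10 counts added and 7 with the interval beyond 2-fold, and those lower (15) were 6, 1, 228, 6 and 3 in the same order. Without the Y-linked genes and Xist, an alternative chosen after seeing the data, 15 were higher and 15 were lower at 25 °C. In 25°C_DMSO over 37°C_DMSO the genes higher (870) were 555 without scaling, 2399 with Gapdh scaling, 510 with at least 200 counts, 1327 with no minimum and 450 with the interval beyond 2-fold, and those lower (1556) were 922 with Gapdh scaling, 912 with at least 200 counts and 1011 with the interval. The genes higher with CPA at both temperatures (0) were 3 with Gapdh scaling and 39 with no minimum, and the Table S4 genes higher at 25 °C (0) were 1 with each of these. Over the lists, the members lower with CPA at 37 °C (24) were 38 without scaling, 14 with at least 200 counts and 9 with the interval. The members higher at 25 °C (2) were 4 with Gapdh scaling, 0 with at least 200 counts, 5 with no minimum, 1 with 10 counts added and 0 with the interval, and those lower (0) were 5 with no minimum. The members higher in 25°C_DMSO (28) were 18 without scaling, 76 with Gapdh scaling and 16 with the interval. The cause of these moves was not tested beyond the construction of each setting, which keeps fewer genes with a higher minimum or the interval and more with none. The dendrogram shares 2 of the 3 joins of Fig. 7a with Spearman's rho, Euclidean distance and the 2-fold genes. Of 5 clusterings chosen after seeing the data 3 share 2 joins and 2 share 3 joins, those on the genes higher with CPA at 37 °C alone and on the Table S4 genes alone. The join of all 4 libraries is in every tree, so it is no sign of likeness. Where 2 joins were shared, the join of 37°C_DMSO with the 25 °C libraries was not among them.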

Differences from the paper's values

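Table S4 prints a fold of 0 for Nkx2-9 and for Svop with CPA at 37 °C, the paper's values. Both genes have 0 counts in 37°C_DMSO. By the floor, without counting error, the folds computed here are at least 20.9 for Nkx2-9 and at least 22.7 for Svop. A ratio with 0 in the denominator and counts above it cannot be 0. The difference holds under each of the alternatives set before the data were examined that give a fold (no scaling, total count, DESeq2 size factors, Gapdh scaling, 10 counts added and thinned libraries).

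Table S4 lists 121 genes as upregulated in 37°C_CPA, the paper's number, and 320 were called here. The methods state a fold of more than 2 between the groups for the genes used, and name no minimum count and no scaling. The number computed here falls within 1.5 times the paper's where the interval must lie beyond 2-fold (161 genes, which leaves out 28 of the 121). It does not with no scaling (252), the total count (314), DESeq2 size factors (320), Gapdh scaling (343), at least 200 counts (206), no minimum (577), 10 counts added (275), genes with identical counts taken once (303) or thinned libraries (319). By the unscaled ratio, 247 genes with at least 50 counts were above 2, and 115 were above 2.5, a threshold chosen after seeing the values that leaves out 39 of the 121.

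The fold changes printed in Table S4 are under 2 for 5 of its genes, Nkx2-9 and Svop among them. For 1500009L16Rik the table prints a signal of 162 in 25°C_DMSO, the paper's value, and the deposited count is 182. The fold of 0.8 printed at 25 °C for this gene is the ratio from 182 counts (0.824) and not from 162 (0.926), so the paper's own fold goes with the deposited count.

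Fig. 7a joins the 25 °C libraries with 37°C_DMSO before 37°C_CPA. Here 37°C_DMSO joined 37°C_CPA before either joined the 25 °C libraries, with Pearson's r, Spearman's rho, Euclidean distance and the 2-fold genes, the settings chosen before the data were examined. Of 5 further clusterings, all chosen after seeing the values, the 2 on the genes higher with CPA at 37 °C alone (320) and on the Table S4 genes alone (121) gave the order of Fig. 7a, and the 3 others (2-fold genes centred on their mean, 2-fold genes by Euclidean distance, and genes 2-fold different between the 37 °C libraries) did not. The genes in the 2 that did were chosen for being higher in 37°C_CPA, and the paper's methods cite Table S4 for the genes it clustered, so the clustering on the Table S4 genes is the nearest to its stated choice of genes. Of the Table S4 genes 0 of 82 were higher with CPA at 25 °C, against 18 of all 12704 measured genes. Few genes of any set were called there, and these were chosen for being higher in 37°C_CPA. This count alone therefore cannot decide the paper's statement on the genes raised by CPA.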

Other observations

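With CPA at 37 °C, of 25 extracellular matrix genes 1 was lower and 0 were higher (median log2 fold -0.63), and Col3a1, a fibrillar collagen, had a log2 fold of -0.98. Of 19 cholesterol synthesis genes 0 were called (median -0.55). Of 19 genes of glycolysis and hypoxia 2 were lower (median -0.45), with Bnip3 at -1.02. These 3 medians lay below all of 10000 random lists. Of 17 interferon response genes 3 were higher (median 0.22), with Rsad2 at 1.34, and of 13 endothelium genes 0 were called (median -0.41). At 25 °C with CPA the medians of the matrix, cholesterol and glycolysis lists were -0.04, -0.10 and -0.01, and 0.23, 0.17 and 0.27 with Gapdh scaling. Other lists held few called genes with CPA at 37 °C. Of 18 oxidative stress and drug metabolism genes 2 were higher (median 0.19), of 18 immediate early genes 2 (median -0.18), of 18 stress response genes 1 (median -0.03) and of 4 erythroid genes 1 (median 0.45), with 0 lower in each. 1 gene was lower and 0 were higher in the WNT, SHH, FGF and BMP targets (median -0.25), the inflammatory factors (median -0.47) and the cartilage genes (median -0.45). 0 genes were called among the ameloblast genes (median -0.30), the enamel knot signals (median -0.08), the neuron and Schwann cell genes (median 0.13), the heat shock chaperones (median 0.02), the cold-inducible genes (median 0.09), the clock genes (median -0.06) and the ribosomal protein genes (median -0.06). Mitochondrially encoded genes were not analysed here.

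Between 25°C_DMSO and 37°C_DMSO, 12 of 16 inflammatory and secreted factors were lower (median -1.55), among them Cxcl2, a chemokine, at -3.86. Of 18 genes of the unfolded protein and integrated stress response 6 were lower (median -0.58), and of 17 heat shock chaperones 5 were lower (median -0.47), with Hspb1, a small heat shock protein, at -1.34. Of 7 cartilage genes 4 were lower (median -1.52). Of 30 ribosomal protein genes 2 were higher (median 0.24).

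Of the 212 genes lower with CPA at 37 °C, 139 were also lower in 25°C_DMSO than in 37°C_DMSO, where independent lists would share 25.0 of 13189 genes. Of the 266 higher genes measured in both comparisons 39 were also higher, where independent lists would share 13.0. Against 1 drawn control library, 2 simulated unchanged libraries shared 0.04 lower and 0.03 higher calls on average over 100 draws with counting error only, which leaves out the spread between libraries. Both comparisons use the 37°C_DMSO library, so part of the excess over either value may come from it, and with no scaling 331 genes were lower with CPA at 37 °C. With 1 control library it could not be split.

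The paper also measured some of these genes in tooth germs by other assays, with 0.25 mM CPA, and the sources settle neither which of those culture times nor which dose the CAGE libraries match. Cdkn1a, the p21 gene, rose 3.19-fold (95% interval 2.99 to 3.41) with CPA at 37 °C and had a fold of 0.938, not called, with CPA at 25 °C, and the paper's qRT-PCR reports p21 as upregulated at 37 °C (Fig. 4a and Fig. 6g) and not altered at 25 °C (Fig. 6g). Ambn had a fold of 0.686 and Nkx2-3 of 0.818 with CPA at 37 °C, below 1 as in the paper's qRT-PCR (Fig. 4a), but neither was called. At 25 °C with CPA they had folds of 0.943 and 0.959. Mki67 was at 1.52-fold (95% interval 1.40 to 1.66) with CPA at 37 °C, not called and above 1, and at 1.01-fold (95% interval 0.878 to 1.16) with CPA at 25 °C. The paper counted fewer Ki67-positive cells per nucleus with 0.25 mM CPA after 3 days (Fig. 2e), which is a share of cells stained for the protein and not an RNA level of the whole tooth germ. Krt14, an epithelial keratin, had a log2 fold of 0.39 and Vim, an intermediate filament gene of mesenchyme, of -0.22 with CPA at 37 °C.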
